# Disease Progression and Phasic Changes in Gene Expression in a Mouse Model of Osteoarthritis

**DOI:** 10.1371/journal.pone.0054633

**Published:** 2013-01-28

**Authors:** Richard F. Loeser, Amy L. Olex, Margaret A. McNulty, Cathy S. Carlson, Michael Callahan, Cristin Ferguson, Jacquelyn S. Fetrow

## Abstract

Osteoarthritis (OA) is the most common form of arthritis and has multiple risk factors including joint injury. The purpose of this study was to characterize the histologic development of OA in a mouse model where OA is induced by destabilization of the medial meniscus (DMM model) and to identify genes regulated during different stages of the disease, using RNA isolated from the joint “organ” and analyzed using microarrays. Histologic changes seen in OA, including articular cartilage lesions and osteophytes, were present in the medial tibial plateaus of the DMM knees beginning at the earliest (2 week) time point and became progressively more severe by 16 weeks. 427 probe sets (371 genes) from the microarrays passed consistency and significance filters. There was an initial up-regulation at 2 and 4 weeks of genes involved in morphogenesis, differentiation, and development, including growth factor and matrix genes, as well as transcription factors including Atf2, Creb3l1, and Erg. Most genes were off or down-regulated at 8 weeks with the most highly down-regulated genes involved in cell division and the cytoskeleton. Gene expression increased at 16 weeks, in particular extracellular matrix genes including Prelp, Col3a1 and fibromodulin. Immunostaining revealed the presence of these three proteins in cartilage and soft tissues including ligaments as well as in the fibrocartilage covering osteophytes. The results support a phasic development of OA with early matrix remodeling and transcriptional activity followed by a more quiescent period that is not maintained. This implies that the response to an OA intervention will depend on the timing of the intervention. The quiescent period at 8 weeks may be due to the maturation of the osteophytes which are thought to temporarily stabilize the joint.

## Introduction

Osteoarthritis (OA) affects over 27 million people in the United States and is similarly prevalent across the globe, making it the most common cause of chronic disability in adults [1], [2]. There are a number of well established risk factors for OA that include age, obesity, prior joint injury, genetics, joint anatomy, and occupational history related to joint use [3]. Current treatments for OA are limited and no treatment has been conclusively shown to alter disease progression. A better understanding of the biological factors which drive disease progression, particularly early-stage disease, is needed in order to develop more targeted therapies to stop or slow progression.

Studies of human OA are limited by its multifactorial nature, the lack of tissue that can be obtained at various stages of the disease and difficulties in defining disease onset. Basic mechanistic studies often are performed with tissue obtained at the time of joint replacement, which represents end-stage disease. These studies have focused largely on changes present in the articular cartilage; however, OA is a condition that affects the joint as an organ including not only the cartilage but also subchondral bone, synovium, ligaments and, in the knee, the meniscus (reviewed in [4]).

Various animal models of OA have been developed in order to study the disease process under more controlled conditions where disease onset and stages of progression can be better defined and evaluated. A commonly used model in mice is the destabilized medial meniscus (DMM) model where OA is surgically induced by transection of the medial meniscotibial ligament. In this model, OA results from altered joint biomechanics and the pathologic changes of cartilage destruction, subchondral bone thickening, and osteophyte formation are similar to the changes seen in human OA [5]. We recently used this model to compare the changes in OA severity and gene expression in young and older adult mice at a single time point of 8 weeks after DMM surgery [6]. The severity of OA changes in the joint of the older adult mice (12 months old at the time of surgery) was about twice that of the younger adult mice (12 weeks old at surgery) and significant differences were noted in the genes that were up and down-regulated at that time point.

The present study was designed as a time-course experiment to evaluate changes in gene expression during the development of OA and to compare these changes to the histologic progression of the disease. The recently reported comparison of gene expression at the 8 week time point in young adult and older adult mice [6] was a sub-study of the present work, but because of the lack of sufficient numbers of older animals the time course study only includes the young adult mice. Similar to the previous report, the histological assessment and the gene microarray analysis were designed in a manner which considered OA as a disease of the joint as an organ and, thus, were not limited to a single tissue within the joint. The general hypothesis was that different stages of the disease process would be characterized by unique gene expression signatures. Knowledge of the biological processes regulated by these genes could provide new information about the OA disease process. The results demonstrated progressive histological changes of OA beginning within two weeks of DMM surgery and progressing over the 16 week time course. These were accompanied by phasic changes in gene expression, with the peak number of up-regulated genes found at 4 weeks after induction of OA, a significant decline in expression at 8 weeks, and an increase again at 16 weeks with different clusters of genes being more prominent at each time point.

## Materials and Methods

### Animals and surgical induction of OA

Male C57BL/6 mice (n = 129) were purchased from Charles River Inc. and were 12 weeks of age at the time of DMM surgery or sham surgery performed as a control. Animal use was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Wake Forest School of Medicine Animal Care and Use Committee (protocol #A09-622). All surgery was performed under isoflurane anesthesia, and all efforts were made to minimize suffering. Butorphanol (2.5mg/kg) was administered in the event of pain.

Details of animal housing and induction of OA have been recently published [6]. Mice were operated on in waves and at the time of surgery were randomly assigned to a surgical group and termination time point so that the date when the surgery was performed would not influence the results. For the present study, a group of 9 mice was used for collection of RNA at time 0 (before surgery) when the animals were 12 weeks old. For the other time points, 6 DMM and 6 sham controls were sacrificed at 2, 4, 8, and 16 weeks after surgery for histological analysis and 9 DMM and 9 sham controls were sacrificed at each time point for RNA isolation. As noted above, the histological sections and RNA used for the 8 week time point were from the same samples as those previously reported [6] but here were reanalyzed as part of the time course study.

### Histological analysis

Hind limbs from both the operated side and the contralateral side of each animal were dissected and processed for histological analysis. The details of fixation, processing, and sectioning, as well as the histological analysis, were as recently published [6], [7]. In brief, hematoxylin and eosin and safranin-O mid-coronal sections of each stifle joint were obtained and representative sections from each joint graded by an evaluator (MAM) blinded to group assignment. The evaluation included the Articular Cartilage Structure (ACS) score (0–12), Safranin-O (Saf-O) staining score (0–12), articular cartilage thickness and area,% chondrocyte cell death, subchondral bone area and thickness, and osteophyte total area. Because the most severe changes were consistently found on the tibial side of the joints, the analysis was focused on the tibial plateaus. Synovitis is only apparent in severe disease in this model and given the lack of sufficient numbers of severe samples there was no attempt to score synovial changes.

Immunohistochemistry was performed on sections from 3 DMM and 4 sham control mice at the 16-week time point in order to examine tissue distribution of type III collagen, fibromodulin and proline-arginine-rich end leucine-rich repeat protein (Prelp). Antigen retrieval and blocking steps were as recently described [6]. Primary antibodies were acquired from Abcam Inc (Cambridge, MA) and included rabbit polyclonal antibodies to Collagen III (ab7778), Prelp (ab103868), and fibromodulin (ab81443). Secondary antibodies and detection were as described [6]. Immunostained sections were graded for cell and matrix staining using a scale of no immunopositivity (−) to marked immunopositivity (++++).

### RNA preparation and microarray analysis

Knee joint tissue from the medial joint compartment was obtained from the time 0 group and the operated hind limbs from the other time points and processed for RNA isolation as described [6]. The tissue included tibial plateau and femoral condyle articular cartilage, subchondral bone with any osteophytes, meniscus, and the joint capsule with synovium. The tissue was treated with RNAlater® (Invitrogen) prior to freezing and storage at −80°C. RNA was extracted by homogenization using the Precellys 24 tissue homogenizer (Bertin Technologies purchased from MO BIO) as described [6] and the amount and quality of the RNA was determined using an Agilent 2100 Bioanalyzer.

RNA was pooled prior to microarray analysis such that 3 randomly selected samples from each surgical group and time point were pooled to create a each biological replicate. Because 9 mice were used for each experimental group, a total of three biological replicates per group were analyzed using the Affymetrix Mouse Genome 430 2.0 oligonucleotide arrays as described [6]. One replicate pool, which was from week two DMM mice, did not meet the RNA integrity level needed for microarray analysis; thus, this pool was not analyzed further, leaving two pools for the week two DMM mice.

### Normalization and processing of microarray data

Microarrays were imaged and the resulting data normalized using systematic variation normalization (SVN) as previously described [6], [8]. Reported data included the log_2_ of the signal intensity and the Affymetrix detection p-value for each probe set. Because some genes had more than one probe set, we provide results for both numbers of genes and probe sets when the numbers differed. The complete dataset has been provided to the Gene Expression Omnibus (GEO) repository (accession number GSE41342). Relative gene expression in the samples collected from the sham-operated control animals was calculated to identify those genes that changed as the animals aged over the 16 week time course independent of DMM-induced OA. For this analysis, sham gene expression was calculated as the signal log ratio (SLR) of the average time 0 intensity (baseline un-operated controls) to each sham replicate pool for each time point. The average of the time 0 intensity was used to ensure a consistent baseline, and each biological replicate of the sham arrays was analyzed individually to allow biological consistency to be measured in the analysis. The SLR is the log_2_ of the fold change and so an SLR of 0.5 =  1.4-fold. After SLR calculations, each probe set had 12 associated SLR values (3 for each time point—2, 4, 8 and 16 weeks), which together are referred to as the “sham time course”.

Relative gene expression changes for the DMM time course were calculated to identify those genes that changed over time due to the DMM-induced changes in the joints. For this analysis, the sham results were used as a time-matched control (sham 2 weeks used as control for DMM 2 weeks etc.). Sham replicate signal intensities for each time point were averaged to ensure a consistent baseline for each replicate. DMM gene expression was then calculated as the time-matched signal log ratio of the average sham intensity to each DMM replicate for each time point, where each DMM replicate was analyzed individually. After SLR calculations, each probe set had 11 associated SLR values (2 for the 2 week time point, and 3 each for 4, 8 and 16 weeks), which are referred to as the “DMM time course”.

### Filtering and clustering of microarray data

Relative gene expression for the sham time course and DMM time course was filtered for differentially expressed genes with consistent expression changes over time as previously described [9] with a few alterations. Briefly, both data sets were filtered in a step-wise fashion as illustrated in **Figure 1**. Replicate time courses were filtered individually in the first two steps to identify those transcripts that were significantly detected on the chip over background (detection p-value < = 0.06 for all time points and control), and for those that were differentially expressed in at least one time point (SLR ≥0.5 or ≤−0.5 which converts to ≥1.4-fold and ≤−1.4-fold). These data sets were intersected to identify those probe sets that passed the first two filtering steps independently in all replicates. Finally, transcripts were filtered for consistency of expression pattern (Pearson’s correlation; PCC) and magnitude (Euclidean distance; ED) over time. An all-by-all comparison was done for each replicate time course profile resulting in 3 PCC and 3 ED scores for each probe set. Requiring all 6 scores to pass selected criteria was found to be too strict (data not shown). Therefore, only 2 of the 3 PCC and ED scores were required to pass selected cutoffs: PCC > = 0.70 (a standard statistical threshold for positive correlation) and ED < = 0.60 or < = 0.81 for the DMM and sham time courses, respectively (the median ED score for each data set). Additionally, due to the missing 2-week DMM data for one of the replicates, all PCC and ED comparisons with this time course were done using only the 4-, 8- and 16-week time points. Probe sets passing all filtering criteria were considered to have been consistently and significantly expressed.

**Figure 1:**
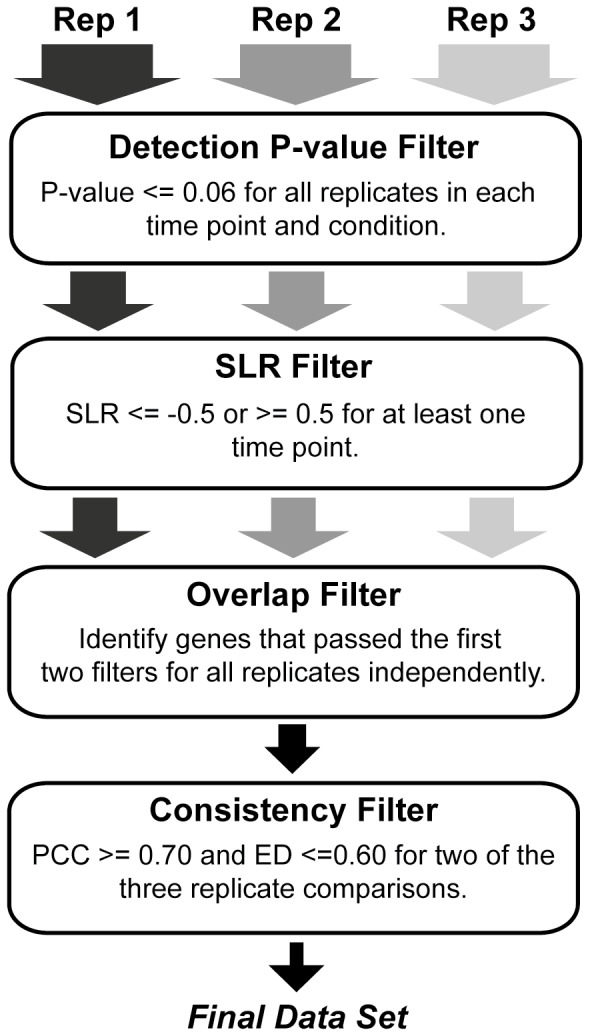
Flow chart of filtering process. After data normalization, SLR values were calculated as described in the methods, and replicate pools were randomly paired to obtain 3 complete time courses—referred to as Rep 1, Rep 2 and Rep 3. The first 2 filtering steps were done for each replicate independently, and identified probe sets that were significantly detected on the chip (detection p-value filter; all p-values < = 0.06) as well as significantly differentially expressed (SLR filter; SLR was < = −0.5 or > = 0.5 for any one time point). The overlap filter intersected all three filtered lists to identify the set of probe sets that passed the first 2 filtering steps independently in all replicates. Finally, probe sets were filtered for consistency in pattern (PCC score) and magnitude (ED score) of expression over time across all replicate time courses (consistency filter), where 2 of the 3 PCC scores had to be > = 0.70, and 2 of the 3 ED scores had to be < = 0.60. Those probe sets passing all filtering criteria were considered consistently and significantly differentially expressed across the time course in all 3 biological replicates, and were used for further analysis. Results of this process on each of the data sets described in the text can be found in Tables S1 and S2.

Filtered DMM time course gene expression data were clustered using the updated consensus clustering option provided by version 3 of SC^2^ATmd [10]—sham time course data was not clustered in this work. The option to perform consensus clustering using a threshold to identify genes that cluster together less than 100% of the time was added to SC^2^ATmd’s functionality since its original release. This was implemented by converting the consensus matrix to an adjacency matrix and then using MATLAB’s depth first search algorithm to identify consensus clusters. A figure of merit (FOM) analysis was run to determine the optimal number of clusters present in each replicate data set and to identify which clustering algorithm formed the most homogeneous clusters with respect to Euclidean distance [9], [11]. As determined by the FOM analysis, consensus clustering was run using 10 starting clusters with k-means as the clustering algorithm and Euclidean distance as the distance metric. Each replicate data set was clustered 10 times, and a consensus over all 30 runs was calculated. Performing more than 10 iterations on each replicate did not significantly improve cluster homogeneity (data not shown). Probe sets clustering together 83% of the time were identified as a consensus cluster. Increasing or decreasing this threshold resulted in small clusters with many singletons or large clusters that were uninformative, respectively; thus, the 83% threshold was chosen as an acceptable balance between these two extremes

### Annotation analysis

Annotation enrichment analysis was performed using the Database for Annotation, Visualization, Integration and Discovery (DAVID) [12], [13]. The Functional Annotation Clustering tool provided by DAVID was run using the Affymetrix Mouse 430 2.0 chip as background, with all other options left at their default settings. Annotations of clusters were considered significant if the Enrichment Score was greater than or equal to 1.3 (equivalent to a p-value < = 0.05).

### Real-time PCR

Real-time PCR was performed using samples of RNA from the same pools used for the microarrays as previously described [6] using the SYBR®Green-based method with optimized primer sets obtained in the RT2 qPCR Primer Assays (SABiosciences/Qiagen) and with TATA box-binding protein (TBP) used to normalize relative expression.

### Statistical analysis

Analysis of the microarray data is presented above. The histological data and the real time PCR data were found to be normally distributed. Histological data from both the lateral and medial tibial plateaus was evaluated using ANOVAs (intra-animal comparisons) and repeated measures analyses (inter-animal comparisons) using SPSS version 17.0 (IBM Corp, Somers, NY). The real time PCR results at each individual time point for sham controls and DMM animals were analyzed using t tests with StatView 5.0 software (SAS, Cary, NC).

## Results

### Histologic progression of joint tissue changes induced by DMM surgery

The sham operated joints and the contralateral control (non-operated joints from sham and DMM animals) demonstrated minimal to no pathological changes over the 16 week time course. Among the earliest changes observed in the DMM joints at 2 weeks after surgery were abaxial osteophytes in the medial tibial plateau. Osteophytes were primarily cartilaginous at 2 weeks, were ossified at 4 weeks, and were composed of trabecular bone that contained marrow spaces occupied by hematopoietic tissue at 8 and 16 weeks (**Figure 2A, B, C, D**). Interestingly, the cross-sectional area of the osteophytes did not change significantly from 2–16 weeks (**Figure 2E**). Much smaller and more variable axial osteophytes were noted on the lateral tibial plateaus but, unlike the medial abaxial osteophytes, their size was not significantly different among the three groups until 16 weeks after surgery, when they were significantly larger in the DMM relative to the sham and contralateral control joints (**Figure 2F**).

**Figure 2:**
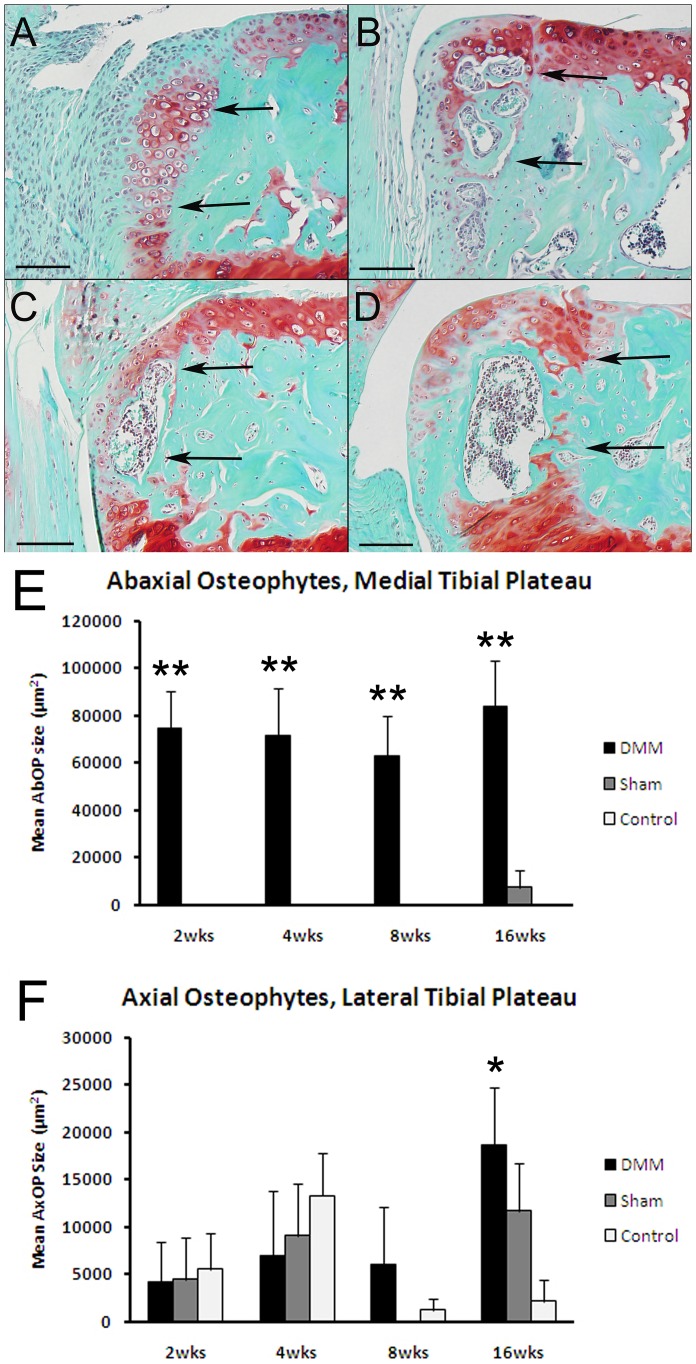
Histology results demonstrating osteophyte formation over the time course. Sections from DMM joints obtained 2 weeks (A), 4 weeks (B), 8 weeks (C), and 16 weeks (D) after DMM surgery were stained with safranin-O. Bar  = 100 µm. Arrows point to the original medial abaxial joint margin and abaxial osteophytes that formed at this site. These start as chondrophytes at 2 weeks (A) and progressively mature. Histomorphometric measures included the size of the abaxial osteophytes on the medial plateau (E) and axial osteophytes on the lateral plateau (F) for the DMM, sham, and contralateral control groups as indicated. **p<0.0001 vs sham and control; *p = 0.02 vs sham and control by ANOVA.

There were mild articular cartilage lesions noted at 2 weeks in the medial tibial plateaus of the DMM joints, resulting in an increase in the articular cartilage structure score and an increase in the Saf-O scores relative to sham and contralateral control joints at this time point (**Figure 3**). The articular cartilage structure scores increased progressively over the 16 weeks in the DMM joints while the Saf-O scores remained more stable over time. At 16 weeks, there was a mild increase in the articular cartilage structure score at the lateral tibial plateau in the DMM joints but the mean score was less than half of that seen in the medial tibial plateau (**Figure 3G**). No significant differences were seen among the groups or time points for Saf-O scores in the lateral tibial plateaus (data not shown). In addition, there were no significant differences in articular cartilage thickness over the course of the study in any of the groups (data not shown).

**Figure 3:**
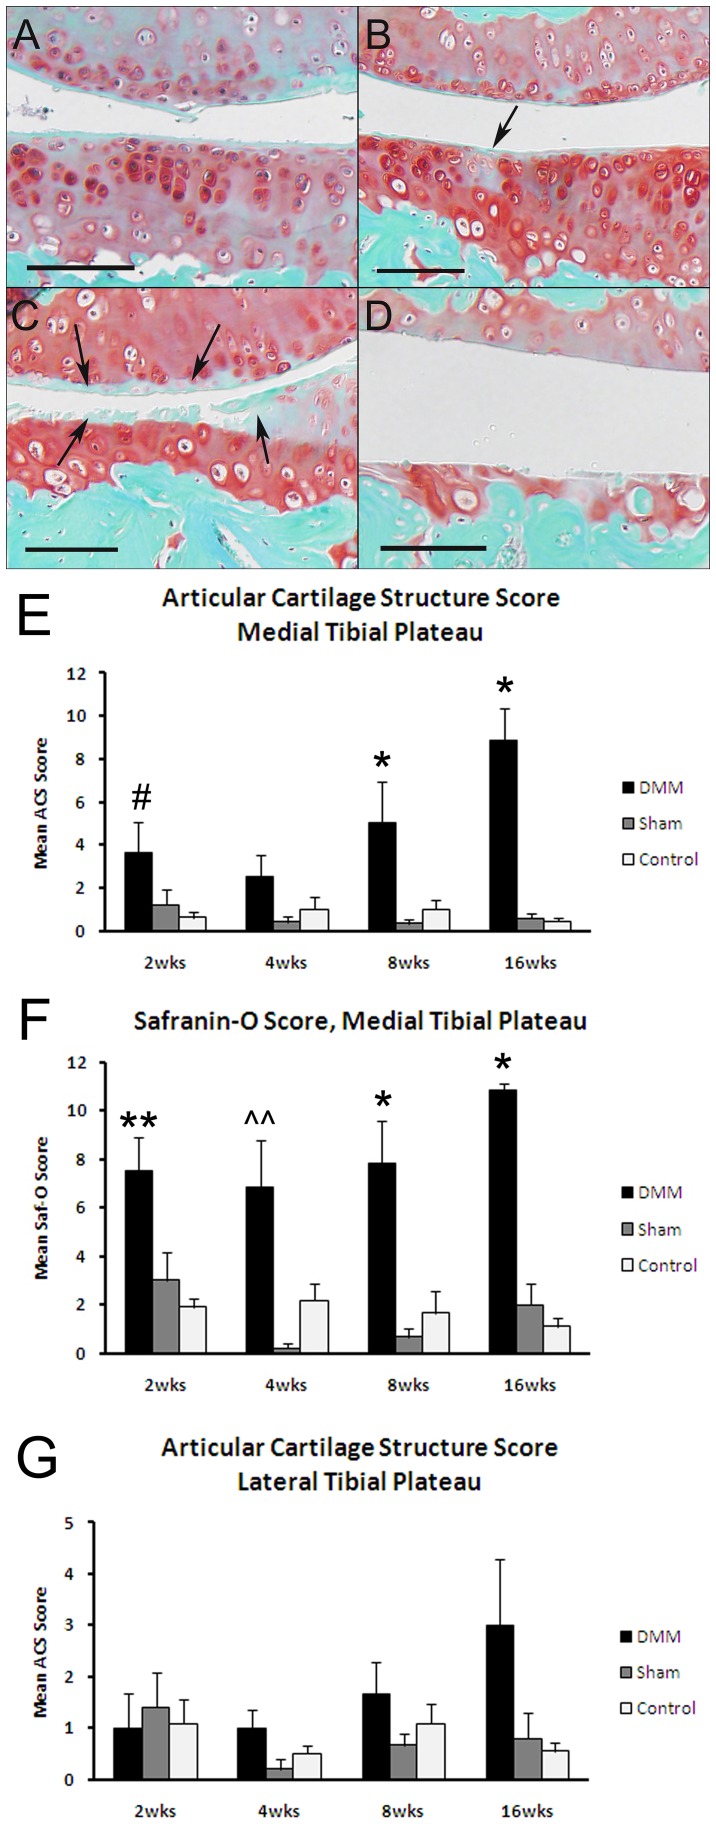
Histology results demonstrating articular cartilage lesions over the time course. Sections from DMM joints obtained 2 weeks (A), 4 weeks (B), 8 weeks (C), and 16 weeks (D) after DMM surgery were stained with safranin-O. Bar  = 100 µm. Arrows indicate an early cartilage lesion in the medial tibial plateau at 4 weeks (B) and a more severe lesion at 8 weeks (C) on the medial tibial plateau (lower tissue in image) and the femoral condyle (upper tissue in image). Note advanced articular cartilage loss at 16 weeks. Articular cartilage structure scores (E) and safranin-O scores (F) for the medial tibial plateaus and articular cartilage structure scores for the lateral tibial plateau (G) are shown for the DMM, sham, and contralateral control groups as indicated. *p<0.05 vs sham and control; ??p = 0.01 vs sham; **p<0.01 vs control; #p<0.05 vs control by ANOVA.

Chondrocyte death in the medial tibial plateau articular cartilage was significantly increased at 4 weeks in the DMM and sham joints relative to the non-operated controls, and increased further in the DMM joints at 8 and 16 weeks (**Figure 4A**). Dead chondrocytes also were apparent in the lateral tibial plateaus at week 16 but the area occupied by dead chondrocytes was less than half that in the medial tibial plateau, nor was there a difference in this parameter among the surgical groups at any time point (**Figure 4B**). We have recently published evidence for chondrocyte death in the DMM model at 8 weeks after surgery including findings of positive TUNEL staining consistent with apoptosis [14]; thus, the mechanism of cell death was not pursued in the present study.

**Figure 4:**
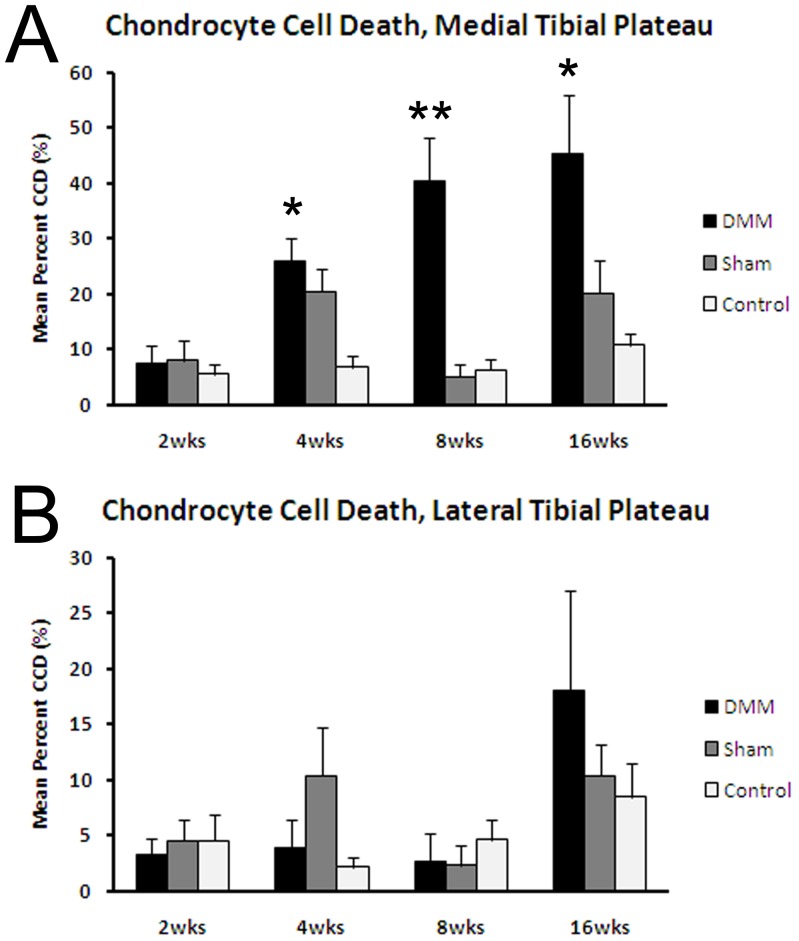
Histologic analysis of chondrocyte death over the time course. Dead chondrocytes were counted on H&E sections from the medial tibial plateau (A) and lateral tibial plateau (B) from DMM, sham, and contralateral control joints at the various time points after surgery. *p<0.05 vs sham and control joints; **p<0.001 vs sham and control joints by ANOVA.

The subchondral bone was thicker in the medial tibial plateau than the lateral tibial plateau in all three groups and at all time points (**Table 1**). At all time points, the subchondral bone thickness and area were larger in the medial tibial plateau of the DMM group than in the other two groups, although this difference was only significant at the 4-week time point. In all groups, there was a gradual increase in subchondral bone thickness and area over the 16 weeks of the study.

**Table 1:** Histomorphometric measures of subchondral bone area and thickness in DMM and sham control joints.

	Time	Treatment Group	Medial Tibial Plateau	ANOVA	Lateral Tibial Plateau	ANOVA
**SCB Area**	2 week	DMM	85777 (±12232)	NS	42703 (±5768)	NS
**SCB Area**	2 week	Sham	66140 (±8668)	NS	46342 (±6410)	NS
**SCB Area**	2 week	Control	70557 (±5895)	NS	48279 (±4694)	NS
**SCB Area**	4 week	DMM	116943 (±18235)	p = 0.011	67074 (±5367)	NS
**SCB Area**	4 week	Sham	71067 (±11028)	p = 0.011	57426 (±8690)	NS
**SCB Area**	4 week	Control	71758 (±5284)	p = 0.011	55541 (±5293)	NS
**SCB Area**	8 week	DMM	147622 (±13141)	NS	50446 (±8643)	NS
**SCB Area**	8 week	Sham	122046 (±19956)	NS	68432 (±11352)	NS
**SCB Area**	8 week	Control	103391 (±9112)	NS	62735 (±5925)	NS
**SCB Area**	16 week	DMM	144786 (±21706)	NS	75524 (±16120)	NS
**SCB Area**	16 week	Sham	124481 (±23749)	NS	62240 (±10563)	NS
**SCB Area**	16 week	Control	116784 (±15843)	NS	66090 (±7798)	NS
**SCB Thickness**	2 week	DMM	74.1 (±9.4)	NS	40.5 (±4.6)	NS
**SCB Thickness**	2 week	Sham	58.7 (±6.2)	NS	45.7 (±5.7)	NS
**SCB Thickness**	2 week	Control	63.3 (±5.3)	NS	45.5 (±4.1)	NS
**SCB Thickness**	4 week	DMM	99.2 (±13.4)	p = 0.011	56.3 (±4.0)	NS
**SCB Thickness**	4 week	Sham	64.2 (±9.8)	p = 0.011	51.9 (±7.8)	NS
**SCB Thickness**	4 week	Control	63.5 (±4.3)	p = 0.011	49.8 (±4.1)	NS
**SCB Thickness**	8 week	DMM	120.8 (±9.9)	NS	48.4 (±5.1)	NS
**SCB Thickness**	8 week	Sham	99.4 (±11.3)	NS	69.0 (±11.7)	NS
**SCB Thickness**	8 week	Control	90.8 (±7.2)	NS	57.0 (±4.7)	NS
**SCB Thickness**	16 week	DMM	111.9 (±20.4)	NS	66.2 (±9.8)	NS
**SCB Thickness**	16 week	Sham	106.8 (±15.7)	NS	60.1 (±7.9)	NS
**SCB Thickness**	16 week	Control	101.2 (±12.6)	NS	60.1 (±6.2)	NS

Subchondral bone (SCB) area ( µm^2^) and thickness ( µm) were measured as detailed in the Materials and Methods. The p values are the ANOVA values between the treatment groups within each time point and the significance noted was between the DMM vs sham and contralateral controls. For each group and each time point sections from an n of 6 animals were measured.

### Changes in gene expression over time in the sham control joints

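For the sham time course, RNA was pooled from the medial joint compartment of 3 male mice per pool, and each pool was run on 1 Affymetrix mouse genome array. The tissue included cartilage of the tibial plateau and femoral condyle, subchondral bone, meniscus and the joint capsule with its synovium. There were 3 pools from unoperated joints at time 0 and 3 pools from sham joints at each of 2, 4, 8 and 16 weeks. The deposited values are log2 signals of 45101 probe sets, which the authors had brought to a common scale by systematic variation normalization, and they were used on that scale. The signal log ratio (SLR) of a sham pool was taken as its log2 signal minus the mean log2 signal of the 3 time 0 pools. The authors' steps were then repeated on the brighter 22550 probe sets, a filter that stands in for their detection step. The steps keep probe sets with an absolute SLR of at least 0.5 at 1 or more time points in each of the 3 replicate time courses and with a correlation of at least 0.7 and a distance of at most 0.81 between replicates in 2 of 3 comparisons. In addition, the 26 arrays of the study were fitted together in limma over 22489 probe sets with a mean log2 signal above 7.93. A probe set or gene is called higher or lower here when its adjusted p is under 0.05 in that fit, and a gene is represented by its brightest probe set. Errors given with log2 ratios are standard errors from this fit, and errors given with levels are standard deviations over pools. The number of pools limits the precision, since 3 pools against 3 give a smallest exact p of 0.1.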

To detect changes in gene expression occurring over the 16 week time period of the study that could be due to aging of the animals, we analyzed the gene expression results in the sham joints relative to the time 0 baseline. 

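In sham joints Col3a1, which encodes the chain of type III collagen, rose by 0.97 ± 0.20 (log2) at 2 weeks (adjusted p = 0.0206) and fell by 1.09 ± 0.20 at 16 weeks (adjusted p = 0.00193). Its 3 sham pools lay above the 3 time 0 pools at 2 weeks and below them at 16 weeks. Lum, a proteoglycan that binds collagen fibrils, rose by 0.84 ± 0.20 at 2 weeks (adjusted p = 0.0429). By the authors' steps, 399 probe sets for 306 genes changed in the sham time course. In limma, 373 probe sets differed from time 0 at 2 weeks, 274 at 4 weeks, 200 at 8 weeks and 1307 at 16 weeks. Leaving out 1 pool at a time, these counts range from 2 to 3263, 1 to 263, 14 to 198 and 456 to 1149. The call of Lum at 2 weeks is lost without any 1 of 5 of the 6 pools, and that of Col3a1 without any 1 of 4, and both when only the 2 groups are fitted.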

Filtering of the data revealed 347 genes (406 probe sets) significantly and consistently regulated over time in the sham joints. A complete list of these genes is provided in File S1. The 2-week time point had the largest number of up-regulated genes and this was followed by a progressive decrease in expression of the majority of genes over the 16 week time course (**Figure 5A and 5B**). 

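At 2 weeks, 282 probe sets were higher and 91 lower in sham joints than at time 0, and at 16 weeks 297 were higher and 1010 lower. The balance at 2 weeks is not stable, with 1746 higher and 1517 lower without sham replicate 1, 0 and 2 without sham replicate 2, and 3481 and 3783 with array weights, which give 2478 and 2669 at 16 weeks. Genes that rose at 2 weeks included Igf1, a growth factor, by 1.42 ± 0.27 (adjusted p = 0.0138), Tnmd, a tendon gene, by 1.63 ± 0.34 (adjusted p = 0.0218), and the imprinted RNA Meg3 by 1.34 ± 0.24 (adjusted p = 0.0134). Each was higher in 3 of 3 sham pools than in every time 0 pool. Of the 399 probe sets kept by the authors' steps, the mean ratio was above 0 for 335 at 2 weeks, 63 at 4 weeks, 37 at 8 weeks and 24 at 16 weeks. The median ratio of these probe sets was 0.23 at 2 weeks, -0.29 at 4 weeks, -0.36 at 8 weeks and -0.64 at 16 weeks. They were chosen on these same pools, so their direction is not independent evidence. When only the 2 groups were fitted, limma called 0 probe sets at 2 weeks, with 2102 at an unadjusted p under 0.05. Without sham replicate 1 it called 3263 probe sets at 2 weeks, and without sham replicate 2 it called 2.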

The set of 347 genes was analyzed by DAVID’s Functional Annotation Clustering tool [12], which identified 36 groups of significantly over-represented annotations with enrichment scores ≥1.3 (File S1). Most of the annotations were related to signal peptide, extracellular matrix, development, differentiation and morphogenesis, consistent with a maturation process occurring over the 16 week time course.

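Cartilage and bone genes were lower in sham joints at 16 weeks than at time 0. Of 23 measured chondrocyte genes, 19 fell, none rose and 4 did not pass the test at 16 weeks (19 lower when adjusted over the list alone). Col9a1, a collagen of cartilage fibrils, fell from 13.02 ± 0.04 to 8.52 ± 0.59 (SD, n = 3 pools each, log2 signal, adjusted p = 2.98e-05). Col2a1, the main cartilage collagen, fell by 3.17 ± 0.33 (adjusted p = 1.61e-05) and Matn3, a matrix protein of cartilage, fell by 2.92 ± 0.33 (adjusted p = 2.98e-05). Of 8 genes of hypertrophic chondrocytes and mineralisation, 7 fell and none rose (8 lower over the list alone), and Col10a1 fell by 3.49 ± 0.34 (adjusted p = 1.01e-05). Of 12 osteoblast genes, 10 fell and none rose (11 lower over the list alone), where Ibsp, a bone matrix protein, fell by 0.96 ± 0.15 (adjusted p = 0.000709) and Alpl, an alkaline phosphatase of mineralisation, fell by 1.19 ± 0.20 (adjusted p = 0.00122). For each gene named here, 3 of 3 sham pools were below all 3 time 0 pools, but pools were apart for 738 of the 739 genes called at 16 weeks. At 4 weeks 7 and at 8 weeks 11 of the 23 chondrocyte genes were lower, but the 7 calls are lost with the Gapdh ratio as a covariate and the 11 with the muscle score or when only the 2 groups are fitted, and all 18 without time 0 replicate 1. Tested against all other genes, the chondrocyte and hypertrophic lists were lower at 16 weeks (adjusted p = 2.1e-29 and 8.6e-14), with adjusted p = 0.0057 and 0.0415 with an estimated correlation between genes. The osteoblast list gave an adjusted p = 4.02e-14 and an adjusted p = 0.0527 with an estimated correlation. The paper proposes a maturation process over the 16 weeks from the annotations.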

**Figure 5:**
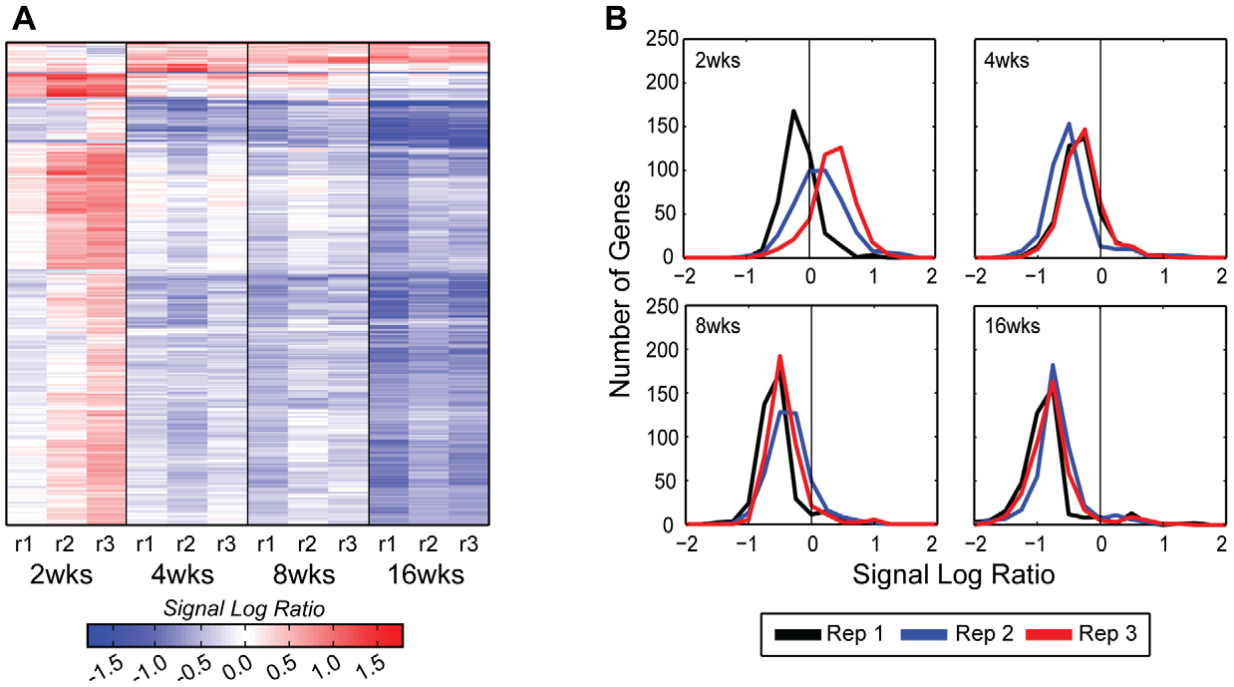
Global view of the differentially expressed genes in the sham time course. A) A heat map illustrates that the majority of differentially expressed genes (406 probe sets for 347 genes), in the sham time course are down-regulated, with few being up-regulated over time. Heat map rows represent genes, and columns represent replicates of each time points. Red indicates up-regulation, blue down-regulation and white indicates no change in gene expression from the respective control (see Methods). B) Gene expression distributions of the sham time course exhibit a uni-modal distribution throughout the experiment; however, the distributions center becomes shifted toward the negative side of zero at 4 weeks, indicating a global down-regulation of these genes over time due to aging. An SLR of zero is marked by a vertical line on the graph, and replicate time courses are colored as follows: replicate 1 =  black, replicate 2 =  blue, replicate 3 =  red.

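In sham joints Jchain, which joins the chains of secreted antibodies, had mean ratios to time 0 of 0.38, 1.20, 1.17 and 1.43 at 2, 4, 8 and 16 weeks. It reached 13.00 ± 0.07 at 16 weeks against 11.56 ± 0.08 at time 0 (SD, n = 3 pools each, adjusted p = 1.61e-05). The immunoglobulin light chain Igk had ratios of 0.03, 0.37, 0.63 and 0.94, and rose at 16 weeks (standard error 0.14, adjusted p = 0.000348). The other named genes above time 0 at all 4 time points were Fcer1a, a chain of the IgE receptor, H2-DMb2, a protein of antigen presentation, the immunoglobulin gene Ighg3, the muscle gene Tnnt1, Clip4 and Ociad2. These 8 named genes and 7 probe sets without a gene name make up the 15 probe sets of 399 with a mean ratio above 0 at all 4 time points. At 2 weeks the mean ratio of Fcer1a was 0.03 and that of H2-DMb2 was 0.09. Igha, an antibody gene measured by 3 probe sets, rose by 1.55 ± 0.28 at 16 weeks (adjusted p = 0.00197) in 3 of 3 sham pools.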

A small subset of 25 genes remained up-regulated over the time course (File S1). Functional Annotation Clustering was performed on this subset of genes, and only one group of significantly over-represented annotations was identified. This group of terms included plasma membrane, glycoprotein, immune response, and cell surface linked signal transduction terms.

### Gene expression in DMM joints relative to sham controls

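For the DMM time course, joints operated to destabilize the medial meniscus gave 2 pools at 2 weeks, numbered 2 and 3, and 3 pools at each of 4, 8 and 16 weeks. Each pool held RNA from 3 mice and was set against the 3 sham pools of the same week. The SLR of a DMM pool was taken as its log2 signal minus the mean log2 signal of these sham pools. SDs given with such ratios, as with sham to time 0 ratios, leave out the spread of the control pools. Ratios computed in this way differ from those of File S2 by at most 5e-05 over its 427 probe sets, while the log2 of the mean sham signal gives differences of up to 0.49. The authors paired replicate pools at random into 3 time courses. Their steps were repeated with a distance of at most 0.6 between replicates, and 371 probe sets for 271 genes passed among the brighter 22550. Without the filter on brightness, 618 passed. The limma fit over all 26 arrays gave each DMM and sham difference within a week, and the change of that difference between weeks was tested as an interaction. Since the 427 and 97 probe sets of the paper were chosen on these pools, their directions here are not independent evidence. With 2 pools against 3 at 2 weeks, the smallest exact p is 0.2.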

The time course results for changes in expression in the DMM joints relative to time-matched sham joints revealed 371 genes (427 probe sets) that were significantly and consistently regulated over the three biological replicates (File S2). Examination of a heat map of these genes as well as the SLR distributions (**Figure 6A and 6B**) reveals a phasic pattern. The majority of genes were up-regulated at 2 and 4 weeks followed by reduced expression or down-regulation at 8 weeks and then some increase in expression at 16 weeks although not to the level of weeks 2 and 4.

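The 427 probe sets had a median DMM to sham ratio of 0.42 ± 0.007 at 2 weeks (SD, n = 2 pools), 0.73 ± 0.14 at 4 weeks, 0.04 ± 0.05 at 8 weeks and 0.31 ± 0.085 at 16 weeks (n = 3 pools each). These SDs are over DMM pools set against 1 sham mean, so they are not errors of the ratio. Leaving out each sham pool in turn gave 2-week medians of 0.29, 0.43 and 0.52. Mmp3, a matrix-degrading protease, was among the genes with the largest rises, at 13.23 ± 0.29 in DMM pools against 10.76 ± 1.11 in sham pools at 2 weeks (adjusted p = 0.0332) and 13.09 ± 1.32 against 9.83 ± 0.77 at 4 weeks (adjusted p = 0.000827). Its ratio was 0.90 at 8 weeks (adjusted p = 0.479) and 1.30 at 16 weeks (adjusted p = 0.58). Of the 329 probe sets tested in limma, 69 were higher and 1 lower at 2 weeks, 263 higher and 17 lower at 4 weeks, and 7 higher and 0 lower at 16 weeks. At 8 weeks 0 were called, while 2729 of the 22489 probe sets tested had an unadjusted p under 0.05. The mean ratio was above 0 for 370, 364, 251 and 384 of the 427 probe sets at 2, 4, 8 and 16 weeks. It was at least 0.5 for 173, 337, 11 and 61 of them. The call of Mmp3 at 2 weeks is lost without 1 of 3 of the 5 pools, when only the 2 groups are fitted and with array weights. From this pattern, with histology, the paper proposes a phasic process.

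**Figure D1:**
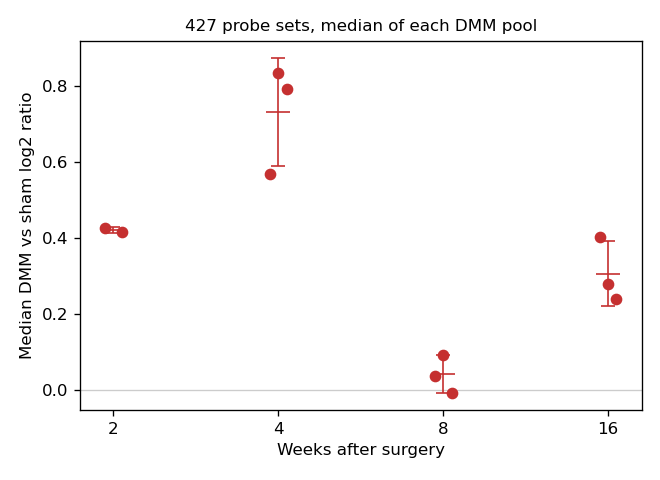
Median DMM to sham log2 ratio of the 427 probe sets in each DMM pool by weeks after surgery. Bars show mean ± SD of the 2 pools at 2 weeks and of the 3 pools at each other week, without the spread of the sham pools.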

**Figure 6:**
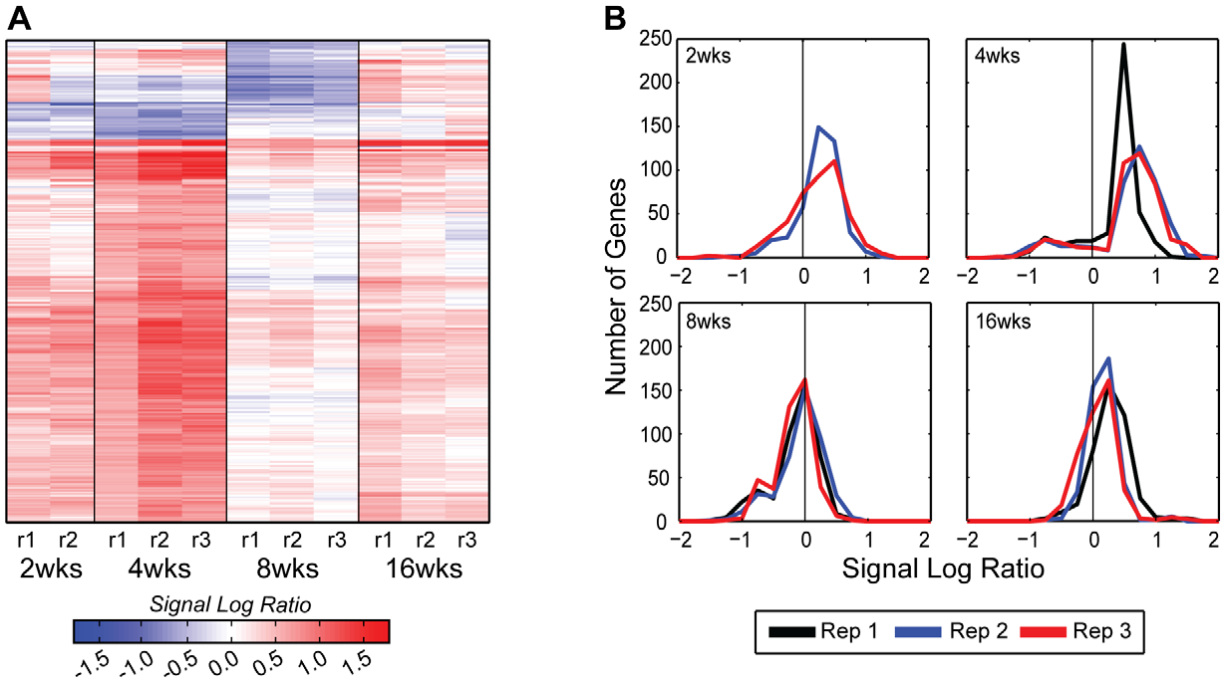
Global view of the differentially expressed genes in the DMM time course. A) The heat map illustrates that the majority of differentially expressed genes (427 probe sets for 371 genes) were up-regulated throughout the DMM time course, except for a small group of genes, which were down-regulated 4 and 8 weeks after surgery (see Figure 5A legend for heat map formatting details). B) The DMM time course exhibits a bi-modal distribution at 4 and 8 weeks after surgery, with the majority of genes being up-regulated at 4 weeks and not different from control at 8 weeks (see Figure 5B legend for formatting details).

These results were much different from the time course results noted in the sham joints, consistent with changes in gene expression due to induction of OA by the DMM surgery. 

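DMM joints differed from sham joints of the same week in 559 probe sets at 2 weeks (374 higher, 185 lower), 4298 at 4 weeks (2792 higher, 1506 lower), 1 at 8 weeks and 14 at 16 weeks (all higher). At 4 weeks, C1qtnf3, a secreted protein of cartilage and fat, rose to 10.33 ± 0.93 from 7.06 ± 0.83 (SD, n = 3 pools each, adjusted p = 0.00168), and Timp1, an inhibitor of matrix proteases, rose by 1.86 ± 0.40 (adjusted p = 0.00419). The acute phase gene Saa3 rose by 2.75 ± 0.67 (adjusted p = 0.00805), and Tnfaip6, a hyaluronan-binding protein, by 2.05 ± 0.40 (adjusted p = 0.00236). Adipoq, a hormone of fat cells, fell by 0.89 ± 0.21 at 4 weeks (adjusted p = 0.00673). Htra1, a secreted protease, was higher at 16 weeks by 1.46 ± 0.24 (adjusted p = 0.014). This call is lost without sham replicate 1, without DMM replicate 1 and without DMM replicate 3. The 1 probe set called at 8 weeks belongs to Paics, an enzyme of purine synthesis, with a ratio of -0.45 (adjusted p = 0.0167), and it is named for being the only call. When only the 2 groups were fitted, 0 probe sets were called at 2 weeks (1888 at an unadjusted p under 0.05 in limma), and 0 were called there without sham replicate 1 (2512) or DMM replicate 3 (3586). Leaving out 1 pool at a time, the counts range from 1581 to 5553 at 4 weeks, from 0 to 537 at 8 weeks and from 5 to 15 at 16 weeks. At 4, 8 and 16 weeks, array weights give 7483, 829 (186 higher, 643 lower) and 205. The muscle score as a covariate gives 3234, 0 and 209, and fitting only the 2 groups gives 2078, 0 and 21. The paper proposes the induction of OA as a reason for the difference from the sham time course.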

An overlap analysis revealed 94 genes (97 probe sets) that were in common in the DMM/sham and sham/baseline control datasets (**Figure 7A** and File S3). Many of these were extracellular matrix genes including Prelp, fibromodulin, several collagens (Types IV, V, XII, XVI, and XXII), and biglycan. 

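Genes of the extracellular matrix made up part of the overlap, and Fmod and Bgn, 2 small leucine-rich proteoglycans, were in it. By the authors' steps, 92 probe sets for 79 genes were in both lists, among 22550 probe sets. If the 2 lists were independent, 6.56 would be. The sham pools enter both ratios, so the overlap was also counted in 20 simulated data sets without differences between groups, where 10.4 probe sets passed in the sham time course, 24.4 in the DMM time course and 0.2 in both. Regrouped real pools gave a median of 13 and up to 785 probe sets in the DMM time course. Their overlap was not counted, so neither 6.56 nor 0.2 shows how large an overlap shared sham pools can give. All 97 probe sets of File S3 passed the authors' steps when no filter on brightness was used. Without replicate 1, 457 probe sets were in both lists.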

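These matrix genes fell in sham joints by 16 weeks and were higher in DMM than in sham joints at 4 weeks. Col12a1, a collagen of tendon and other dense tissue, fell by 1.75 ± 0.24 in sham joints (adjusted p = 0.000133) and was higher in DMM joints at 12.13 ± 0.54 against 10.63 ± 0.09 (SD, n = 3 pools each, adjusted p = 0.000763). The basement membrane collagen Col4a2 fell by 0.64 ± 0.18 in sham joints (adjusted p = 0.0414) and was higher in DMM joints by 1.07 ± 0.18 (adjusted p = 0.00105). Col22a1, a collagen of tissue junctions, fell by 0.74 ± 0.18 in sham joints (adjusted p = 0.0155) and was higher in DMM joints by 0.76 ± 0.18 (adjusted p = 0.00607). In sham joints Col5a1 fell by 0.76 ± 0.19 (adjusted p = 0.0238), Col16a1 fell by 0.55 ± 0.14 (adjusted p = 0.028) and Bgn fell by 0.56 ± 0.15 (adjusted p = 0.0374). For each gene, 3 of 3 pools lay beyond all 3 pools of the other group. The sham calls of Col16a1 and Bgn are lost without any 1 of the 6 pools, those of Col4a2, Col5a1 and Col22a1 without any 1 of 4 of them, and all 5 with the Gapdh 3 prime over 5 prime ratio as a covariate.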

A heat map revealed that almost all of these genes displayed very different expression profiles. Most were down-regulated over time in the sham controls but up-regulated in the DMM joints, particularly at 2 and 4 weeks (**Figure 7B**). 

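Among the 97 shared probe sets, the mean sham to time 0 ratio was above 0 for 88 at 2 weeks, 7 at 4 weeks, 6 at 8 weeks and 3 at 16 weeks. The mean DMM to sham ratio was above 0 for 93, 94, 68 and 94 of them. The 2 ratios had opposite signs for 9 probe sets at 2 weeks, 91 at 4 weeks, 72 at 8 weeks and 95 at 16 weeks. The same sham pools enter both ratios of a week, and the 97 were chosen on these pools. The median DMM to sham ratio was 0.53 at 2 weeks, 0.81 at 4 weeks, 0.09 at 8 weeks and 0.40 at 16 weeks. Against time 0, the DMM pools had median ratios of 0.83, 0.47, -0.23 and -0.23. In limma, 80 of the 83 tested probe sets were higher and 1 lower in DMM joints at 4 weeks, and 63 of 83 were lower in sham joints at 16 weeks. The difference between the 4-week and 8-week DMM effects was called for 20 of the 83, all with the higher ratio at 4 weeks. Over all probe sets the count of this difference falls to 0 without DMM 8-week replicate 1, 2 or 3 taken in turn. It falls to 0 when only the 4 groups are fitted and to 1 with the Gapdh 3 prime over 5 prime ratio as a covariate.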

Of the 94 genes in common between the DMM and sham joints, almost all were up-regulated in the DMM joint, with the exception of three: H2afz (predicted gene 6722///H2A histone family, member Z), Alms1(Alstrom syndrome 1), and Adhfe1(iron-containing alcohol dehydrogenase), which were down-regulated in the DMM joints. These genes do not have any known role in joint development or in OA.

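Adhfe1 encodes a mitochondrial alcohol dehydrogenase, and its signal was below the brightness filter. Its probe set in cluster 5 had mean DMM to sham ratios of -0.52 at 2 weeks (SD 0.003, n = 2 pools), -0.48 ± 0.11 at 4 weeks, -0.42 ± 0.14 at 8 weeks and -0.04 ± 0.02 at 16 weeks (SD, n = 3 pools each). The other probe set of Adhfe1 was at 7.35 ± 0.15 in DMM pools and 7.72 ± 0.07 in sham pools at 4 weeks, a ratio of -0.37 ± 0.10 (adjusted p = 0.0182 in the fit of all probe sets). In that fit, Adhfe1 was below time 0 in sham joints by -0.51 at 2 weeks and -0.44 at 16 weeks (adjusted p = 0.0245 and 0.0161), in 3 of 3 pools each. Across all clusters, Cytl1 was the gene with the largest fall at 4 weeks among the genes the paper names.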

**Figure 7:**
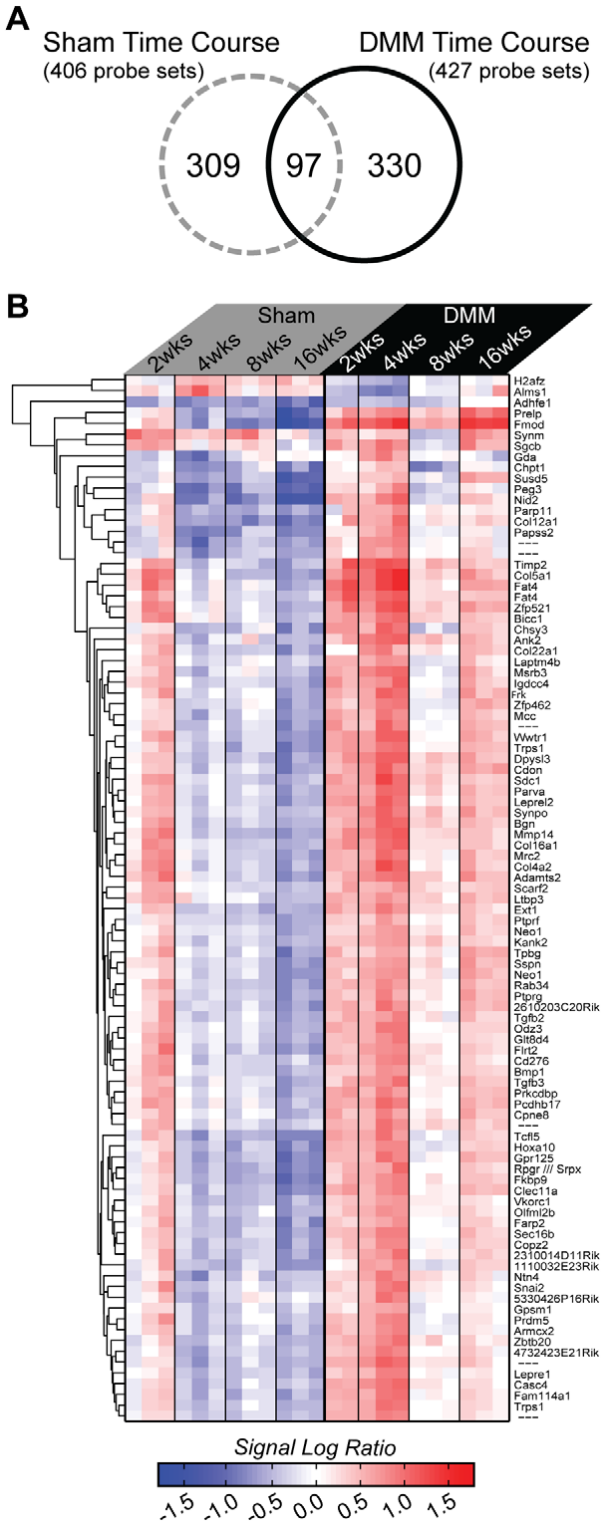
The group of genes differentially expressed in both sham and DMM data sets. Intersection of the 406 differentially expressed sham time course probe sets and the 427 DMM time course probe sets revealed 97 probe sets (94 genes) found in both data sets. A) A Venn diagram illustrates the number of probe sets in each data set as well as the overlap, and indicates that the majority of genes with OA induced expression changes are not altered in sham joints. B) A heat map of gene expression changes for the 97 intersecting probe sets was created using hierarchical agglomerative clustering and Euclidean distance, with sham expression on the left and DMM expression on the right. The heat map is formatted as in Figures 5A and 6A with the addition of the hierarchical dendrogram on the left and the gene names on the right.

The 94 genes in common between DMM/sham and sham/baseline were analyzed by DAVID. This returned 10 significant annotation groups (File S3) that included terms such as extracellular matrix, cell adhesion, collagen, skeletal development, EGF-like domains, fibronectin, leucine rich repeats, and endoplasmic reticulum.

### Consensus clustering of the genes regulated during the development of OA in the DMM joints

Consensus clustering of genes with altered expression after DMM surgery identified 27 clusters with 2 or more probe sets and 38 genes (39 probe sets) that were classified as outliers (singletons). The complete list of the genes found in each cluster and the DAVID analysis for the clusters are found in File S2. Heat maps of the largest 16 clusters are shown in **Figure 8** and reveal striking differences in the temporal patterns of gene expression over the 16 week time course. The significant annotations for these clusters from DAVID analysis are shown in **Table 2**.

**Figure 8:**
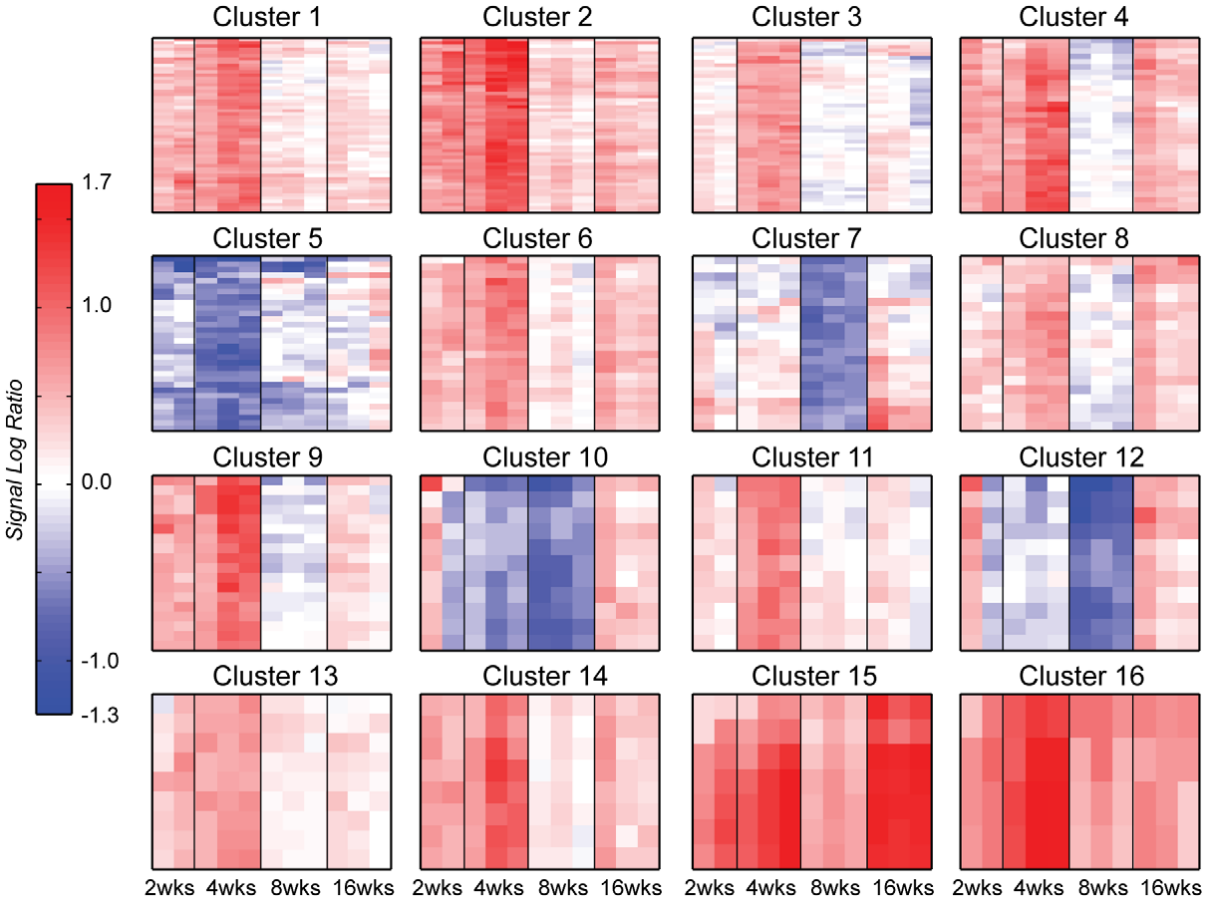
Heat maps of the largest 16 consensus clusters in the DMM time course. Rows represent genes and columns are time point replicates in the following order: 2 weeks rep2, rep3; 4-, 8- and 16 weeks rep1, rep2, rep3. Red indicates up-regulation, blue down-regulation and white indicates no change in expression from the sham time-matched control. All heat maps in this figure are colored on the same scale for easy comparison with maximum up-regulation at 1.7 SLR and maximum down-regulation at −1.3 SLR. A variety of expression patterns are present with most including significant up-regulation at 4 weeks. Only four clusters contain down-regulated genes (clusters 5, 7, 10 and 12), and cluster 15 is the only one with significant up-regulation 16 weeks after surgery.

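At 4 weeks, probe sets were called higher in DMM than in sham joints in each of the 12 clusters without a fall. In cluster 2, which holds collagen and growth factor genes, 49 of 49 tested probe sets were higher at 4 weeks, with a mean ratio of 1.07 ± 0.23 (SD, n = 3 pools). In cluster 16, with Bgn and Col14a1, 4 of 4 were higher, with a mean of 1.44 ± 0.23. Cluster 15, with Fmod and Col3a1, had 7 of 7 higher, with a mean of 1.14 ± 0.27. In cluster 9, 10 of 10 were higher, with a mean of 0.95 ± 0.25, and in cluster 13, with Enpp3, 8 of 8. The clusters were formed by the authors on these ratios, so their means describe the groups and do not test them.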

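At 16 weeks, 6 of the 7 probe sets of cluster 15 (Fmod, Col3a1 and Prelp) were called higher in DMM than in sham joints. The 6 belong to Fmod and Col3a1, and Prelp was not called. The 7 probe sets cover 3 genes, so they are not separate support. The mean ratio of the cluster was 1.40 ± 0.08 (SD, n = 3 pools), from 1.31 to 1.46 over the pools. Outside this cluster, 1 of 12 tested probe sets of cluster 8 was called higher at 16 weeks. In the other 14 clusters limma called 0 at 16 weeks, where 1659 of all 22489 probe sets had an unadjusted p under 0.05. Lum, a proteoglycan of the same family as Fmod and Prelp, was at 13.38 ± 0.18 in DMM pools and 12.03 ± 0.37 in sham pools at 16 weeks (SD, n = 3 pools each, adjusted p = 0.00549). Its call is lost without 1 of 2 of the 6 pools and when only the 2 groups are fitted.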

**Table 2:** Significant DAVID annotations for the top 16 Gene Clusters.

Cluster	Significant DAVID Annotations
1	Embryonic organ morphogenesis, inner ear morphogenesis, embryonic organ development, positive regulation of cell differentiation, positive regulation of developmental process, regulation of cell proliferation
2	Collagen, signal peptide, disulfide bond, glycoprotein, extracellular region, extracellular matrix, cell adhesion, glycosaminoglycan binding
3	Regulation of transcription, DNA binding, regulation of RNA metabolic process, Zinc finger C2H2-like, transition metal ion binding
4	None significant
5	None significant
6	Signal, signal peptide, glycoprotein, glycosylation site:N-linked, disulfide bond, cell adhesion, phosphorus, metabolic process, transmembrane receptor protein serine/threonine kinase signaling pathway, skeletal system development/morphogenesis, enzyme linked receptor protein signaling pathway, protein amino acid phosphorylation, growth factor, growth factor activity, regulation of cell proliferation
7	Mitotic cell cycle, cell cycle phase/process, nuclear/cell division, organelle fission, cytoskeletal protein binding, intracellular non-membrane-bounded organelle,
8	Cell adhesion, biological adhesion
9	None significant
10	None significant
11	None significant
12	Carbohydrate metabolism, glucose/hexose/monosaccharide metabolic process
13	None significant
14	None significant
15	Extracellular matrix, secreted, disulfide bond, signal peptide, glycoprotein
16	Extracellular matrix, secreted, disulfide bond, signal peptide, glycosylation site:N-linked, glycoprotein

Only clusters 5, 7, 10 and 12 exhibited significant down-regulation at specific time points. Cluster 5 contained genes down-regulated at week 4; cluster 10, genes down-regulated at weeks 4 and 8; and clusters 7 and 12, genes down-regulated at week 8. 

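Cluster 5, with the fat cell gene Fabp4 and the secreted protein Cytl1, had a mean DMM to sham ratio of -0.70 ± 0.05 at 4 weeks (SD, n = 3 pools), and 16 of its 20 tested probe sets were lower. Fabp4 fell by 0.75 ± 0.16 at 4 weeks (adjusted p = 0.00319), with 4 of 4 probe sets lower and 3 of 3 DMM pools below all sham pools. At 2 weeks the mean ratio of cluster 5 was -0.40 ± 0.006 (n = 2 pools) and 1 probe set was lower. Cluster 10 had means of -0.44 ± 0.11 at 4 weeks and -0.69 ± 0.13 at 8 weeks. Cluster 7 had a mean of -0.60 ± 0.07 and cluster 12 of -0.78 ± 0.11 at 8 weeks. In limma, 0 probe sets of clusters 7, 10 and 12 were called at any week. At 8 weeks, 2729 of the 22489 probe sets tested had an unadjusted p under 0.05. With the muscle score of each array as a covariate, the mean of cluster 12 at 4 weeks changes sign to 0.14. At 8 weeks, the mean ratio over the 22 probe sets of clusters 10 and 12 was -0.74 (standard error 0.30). It was -0.18 (standard error 0.10) with a muscle score without genes of these clusters as a covariate.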

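Cytl1 was at 12.09 ± 0.05 in DMM pools (n = 2) and 13.21 ± 0.34 in sham pools (n = 3, SD, log2 signal) at 2 weeks, a fall by 1.12 ± 0.19 (adjusted p = 0.0118). At 4 weeks it was at 12.11 ± 0.16 in DMM pools and 13.31 ± 0.22 in sham pools (SD, n = 3 each), a fall by 1.20 ± 0.17 (adjusted p = 0.000508). Every DMM pool was below every sham pool at both weeks. The ratio of Cytl1 was -0.40 at 8 weeks (adjusted p = 0.362) and -0.49 at 16 weeks (adjusted p = 0.478). The 2-week call is lost without 1 of 3 of the 5 pools, when only the 2 groups are fitted and with array weights.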

Cluster 5 genes were not associated with any significantly over-represented annotations, but this cluster of 27 genes (32 probe sets) included Cytl1 (cytokine-like 1), which has been shown to be expressed during chondrogenesis and to promote chondrocyte differentiation through stimulation of Sox9 transcriptional activity [15]. Cluster 10, also down-regulated at week 4, with continuing down-regulation in week 8, contained 11 genes. 

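Myh4, a myosin of fast muscle fibers, and Aldoa, a glycolytic enzyme abundant in muscle, are in this cluster. At 8 weeks Myh4 was at 13.07 ± 0.26 in DMM pools and 13.94 ± 0.19 in sham pools (SD, n = 3 pools each), a ratio of -0.88 ± 0.46 (adjusted p = 0.448). Aldoa had a ratio of -0.64 ± 0.20 for its brightest probe set (adjusted p = 0.222). For both genes, 3 of 3 DMM pools were below all 3 sham pools. Prkaa2, a kinase subunit that senses energy state, had a ratio of -0.77 (adjusted p = 0.341) and was picked after its value was seen. At 4 weeks the cluster mean ranged from -0.55 to -0.33 over the 3 DMM pools and at 8 weeks from -0.82 to -0.55. In sham joints the cluster lay above time 0, with mean ratios of 0.58 ± 0.04 at 4 weeks and 0.87 ± 0.29 at 8 weeks (SD, n = 3 pools). The mean score of 24 skeletal muscle genes was 0.91 in sham and -0.33 in DMM pools at 8 weeks.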

No functions were significantly over-represented in this cluster and none of these genes were associated with osteoarthritis in the literature. Cluster 10 contained a phosphatase, several kinases and four genes whose function involves nucleotide binding. 

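Cluster 7 includes Cnmd, a secreted protein of cartilage, and Rad21, a subunit of the cohesin complex. At 8 weeks Rad21 had a ratio of -0.56 (adjusted p = 0.125), and it was picked after its value was seen. The mean ratio of cluster 7 over the 3 DMM pools ranged from -0.67 to -0.54 at 8 weeks. At 2, 4 and 16 weeks its means were 0.05 ± 0.21 (SD, n = 2 pools), 0.11 ± 0.06 and 0.23 ± 0.18 (n = 3 pools each). Cluster 12 includes Slc25a4, a carrier of adenine nucleotides in mitochondria, and Pgm1, an enzyme of glycogen use. Its mean ranged from -0.90 to -0.68 over the pools at 8 weeks. The interaction between 4 and 8 weeks was called for 2 of 17 tested probe sets of cluster 7 and 0 of 10 of cluster 12, where limma gave 6294 of all 22489 probe sets an unadjusted p under 0.05.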

Clusters 7 and 12, both down-regulated at week 8, consisted of 19 and 11 genes (21 and 11 probe sets), respectively. Significantly over-represented annotations identified by DAVID in cluster 7 included mitotic cell cycle, cell cycle process, cell division, and cytoskeleton. S100b, which had been used in the past as a marker for chondrogenesis [16] was in this cluster. 

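S100b, a calcium-binding protein, was at 9.91 ± 0.07 in DMM pools and 10.48 ± 0.36 in sham pools at 8 weeks (SD, n = 3 pools each). The ratio was -0.58 ± 0.13 (adjusted p = 0.149), and 3 of 3 DMM pools were below all 3 sham pools. At 2 and 4 weeks its ratios were -0.08 and -0.20 (adjusted p = 0.287 at 4 weeks). Without sham replicate 1 the gene is called lower at 8 weeks, and with array weights as well.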

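Pgm1 had a DMM to sham ratio of -0.72 ± 0.25 at 8 weeks (adjusted p = 0.267), Phka1, a subunit of the kinase that starts glycogen breakdown, of -0.79 ± 0.33 (adjusted p = 0.342), and Ppp1r3c, a subunit that directs a phosphatase to glycogen, of -0.63 ± 0.26 (adjusted p = 0.34). For each, 3 of 3 DMM pools were below all 3 sham pools. Of 16 measured genes of glycolysis and glycogen use, 0 were called at 8 weeks in limma, where 2729 of all probe sets had an unadjusted p under 0.05. Adjusted over the list alone, 10 were lower and none higher, with a median ratio of -0.37. As a list they were lower than other genes (adjusted p = 5.63e-07), with adjusted p = 0.632 with an estimated correlation between genes. Skeletal muscle genes moved in the same direction, with a median ratio of -1.23 at 8 weeks.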

Over-represented annotations in cluster 12 all involved carbohydrate metabolism.

Significant up-regulation of gene expression at 16 weeks was seen in clusters 15 and 16, both of which also exhibited high up-regulation at week 4. 

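Cluster 16, made up of Col14a1, Bgn and Fbln7, had a mean DMM to sham ratio of 0.68 ± 0.11 at 16 weeks (SD, n = 3 pools), 0.64 ± 0.15 at 8 weeks and 0.78 ± 0.20 at 2 weeks (n = 2 pools). Its 4 probe sets were each above 0 at 16 weeks and 0 were called in limma, where 1659 of all 22489 probe sets had an unadjusted p under 0.05. For cluster 15, the mean was 0.80 ± 0.22 at 2 weeks (n = 2 pools) and 0.55 ± 0.11 at 8 weeks (n = 3 pools). The difference between the 16-week and 8-week DMM effects was called for 0 of 7 probe sets of cluster 15 and 0 of 4 of cluster 16, with medians of 0.85 and 0.05. In limma, 2416 of all probe sets had an unadjusted p under 0.05 for this difference.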

Cluster 15 consisted of 7 probe sets covering three genes; Prelp, Col3a1 (collagen, type III, alpha 1), and Fmod (fibromodulin). 

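At 16 weeks, Fmod was at 13.07 ± 0.08 in DMM pools and 11.52 ± 0.38 in sham pools (SD, n = 3 pools each), with 6 of 6 probe sets higher (ratio 1.55 ± 0.21, adjusted p = 0.00139). Col3a1 was at 14.49 ± 0.17 and 13.18 ± 0.37 (ratio 1.31 ± 0.20, adjusted p = 0.00549). Prelp, a proteoglycan that links collagen to basement membranes, was at 11.47 ± 0.17 and 10.40 ± 0.47 (ratio 1.06 ± 0.21, adjusted p = 0.0658). For the 3 genes, 3 of 3 DMM pools were above all sham pools at 16 weeks. At 4 weeks Fmod rose by 1.10 ± 0.21 (adjusted p = 0.00166), Prelp by 0.82 ± 0.21 (adjusted p = 0.00994) and Col3a1 by 0.61 ± 0.20 (adjusted p = 0.0335), where the DMM pools of Col3a1 overlapped the sham pools. The 4-week call of Col3a1 is lost without 1 of 4 of the 6 pools, when only the 2 groups are fitted and with the muscle score as a covariate. Its 16-week call is lost without 1 of 2 pools and when only the 2 groups are fitted. The paper proposes from the 3 genes that a matrix repair or wound healing response was active at 16 weeks.

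**Figure D2:**
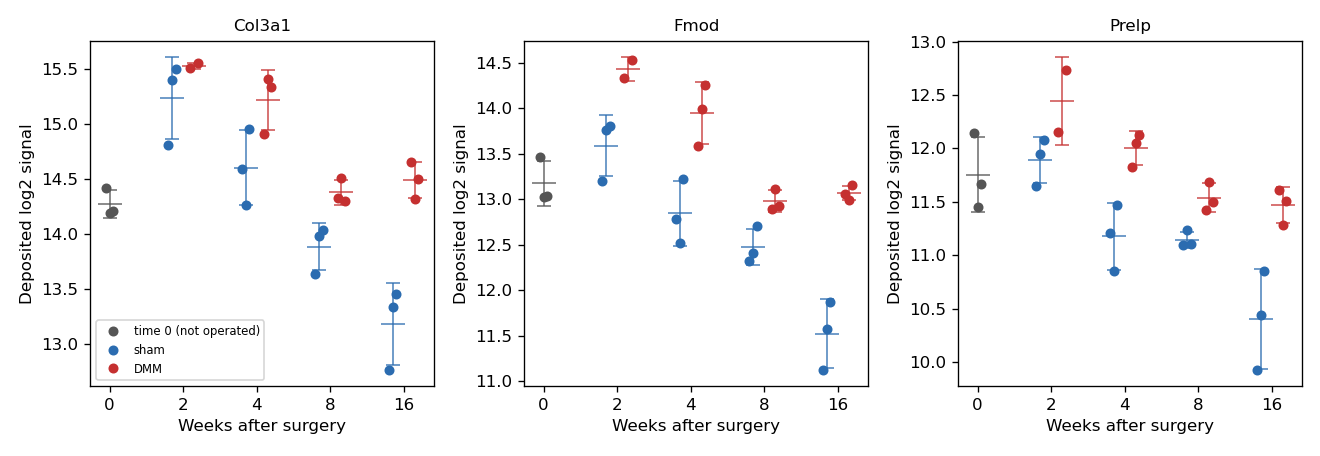
Deposited log2 signal of Col3a1, Fmod and Prelp in each RNA pool by weeks after surgery, with time 0 in grey, sham in blue and DMM in red. Bars show mean ± SD of the pools of a group.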

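In sham joints, Fmod was at 11.52 ± 0.38 at 16 weeks and 13.18 ± 0.25 at time 0 (SD, n = 3 pools each), a fall by 1.65 ± 0.21 (adjusted p = 4.99e-05). Prelp went from 11.76 ± 0.35 at time 0 to 10.40 ± 0.47 at 16 weeks, a fall by 1.35 ± 0.21 (adjusted p = 0.000499). For both genes, 3 of 3 sham pools were below all 3 time 0 pools. Over the 7 probe sets of cluster 15, the mean sham to time 0 ratio was 0.40 ± 0.29 at 2 weeks, -0.41 ± 0.35 at 4 weeks, -0.72 ± 0.13 at 8 weeks and -1.51 ± 0.37 at 16 weeks (SD, n = 3 pools each), and 7 of 7 were lower at 16 weeks. The 16-week sham pools are shared by these ratios and by the DMM to sham ratios.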

Prelp and fibromodulin were also present in the DMM/sham-Sham/baseline overlap gene list reported above, where they were found to be highly down-regulated at 16 weeks in the sham joints; however, these genes were highly up-regulated in the DMM joints. Cluster 16 was comprised of four probe sets, representing 3 genes: Col14a1 (collagen, type XIV, alpha 1), Bgn (biglycan), and Fbln7 (fibulin 7), all associated with the extracellular matrix. 

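At 4 weeks, Col14a1 was at 12.27 ± 0.35 in DMM pools and 10.77 ± 0.53 in sham pools (SD, n = 3 pools each, ratio 1.50 ± 0.27, adjusted p = 0.00132). Fbln7, a glycoprotein of the matrix, was at 11.39 ± 0.11 and 10.15 ± 0.52 (ratio 1.23 ± 0.28, adjusted p = 0.00564). For both, 3 of 3 DMM pools were above all sham pools. At 16 weeks the ratios were 0.96 ± 0.27 for Col14a1 (adjusted p = 0.281), 0.47 ± 0.15 for Bgn (adjusted p = 0.418) and 0.79 ± 0.28 for Fbln7 (adjusted p = 0.486), and for each gene 3 of 3 DMM pools were again above all sham pools. With the muscle score as a covariate the 3 genes are called at 16 weeks. The 4-week call of Fbln7 is lost without 1 of the 6 pools.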

Col14a1 was identified in a microarray analysis of human tissue [17]; while Bgn was previously associated with chondrogenesis and extracellular matrix turnover in osteoarthritis [18].

Genes in clusters 3 and 11 displayed temporal profiles of up-regulation only at 4 weeks, with little significant change in expression from control at any other time point. 

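In cluster 3, 39 of 40 tested probe sets were higher at 4 weeks, with a mean ratio of 0.65 ± 0.06 (SD, n = 3 pools). Its means were 0.17 ± 0.06 at 2 weeks (n = 2 pools), 0.00 ± 0.03 at 8 weeks and 0.08 ± 0.17 at 16 weeks, and limma called 0 at 2, 8 and 16 weeks, where 4080, 2729 and 1659 of all 22489 probe sets had an unadjusted p under 0.05. In cluster 11, 7 of 7 were higher at 4 weeks, with a mean of 0.80 ± 0.12. Slc26a2, the sulfate transporter of chondrocytes, is in both clusters, rose by 0.86 at 4 weeks in cluster 11 (adjusted p = 0.00325) and was picked after its value was seen. The means of cluster 11 were 0.22 ± 0.15 at 2 weeks, 0.09 ± 0.10 at 8 weeks and 0.12 ± 0.18 at 16 weeks. The 4-week ratio was called above the 8-week ratio for 15 of 40 probe sets of cluster 3 and 1 of 7 of cluster 11.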

Cluster 3 contained 45 genes (48 probe sets), with significant annotations that included regulation of transcription, DNA binding, regulation of RNA metabolic process, zinc ion binding, and transcription. 

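At 4 weeks, Nkap, which encodes the NFκB activating protein, was at 9.29 ± 0.04 in DMM pools and 8.70 ± 0.15 in sham pools (SD, n = 3 pools each, ratio 0.60 ± 0.10, adjusted p = 0.00111). Erg, an ETS transcription factor, was at 9.01 ± 0.08 and 8.34 ± 0.19 (ratio 0.67 ± 0.12, adjusted p = 0.00144). Atf2, a transcription factor of stress signaling, was at 10.75 ± 0.01 and 10.39 ± 0.17 (ratio 0.37 ± 0.09, adjusted p = 0.00896), with 2 of 4 probe sets higher. For each gene, 3 of 3 DMM pools were above all sham pools. At 8 weeks the ratios were 0.00 for Nkap, 0.04 for Atf2 and -0.14 for Erg. The call of Atf2 is lost without 1 of the 6 pools and when only the 2 groups are fitted.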

Potential genes of interest were NFκB activating protein, Atf2 and Erg. Cluster 11 was composed of 11 genes, which exhibited no significantly over-represented functions. One of the genes in this cluster was Asb13, an ankyrin repeat and SOCS box-containing protein.

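Asb13 lies below the brightness filter, at 7.86 ± 0.05 in DMM pools and 6.95 ± 0.28 in sham pools at 4 weeks (SD, n = 3 pools each). In the fit of all probe sets the ratio was 0.91 ± 0.18 (adjusted p = 0.00352), and 3 of 3 DMM pools were above all sham pools. At 2 weeks the ratio of Asb13 was 0.09.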

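Clusters 1, 2, 4, 9 and 14 include the matrix genes Col5a1 and Col4a2, the growth factor Igf1 and the hypoxia factor Hif1a. At 4 weeks, all tested probe sets of each were higher in DMM than in sham joints, 41 of 41 in cluster 1, 22 of 22 in cluster 4, 10 of 10 in cluster 9 and 7 of 7 in cluster 14. Mean ratios at 4 weeks were 0.80 ± 0.16 in cluster 1, 0.86 ± 0.23 in cluster 4 and 0.90 ± 0.25 in cluster 14 (SD, n = 3 pools each). At 2 weeks they were 0.50 ± 0.08, 0.58 ± 0.06 and 0.59 ± 0.08 (n = 2 pools), with 0.76 ± 0.12 in cluster 2 and 0.56 ± 0.03 in cluster 9. At 2 weeks 11, 30, 6, 3 and 2 probe sets of clusters 1, 2, 4, 9 and 14 were higher. The difference between 2 and 4 weeks was not tested.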

Clusters 1, 2, 4, 9, and 14 contained genes that exhibit strong up-regulation at 4 weeks, with less up-regulation at 2 weeks. Cluster 1 contained 48 genes (54 probe sets) representing genes whose significant annotations include embryonic organ morphogenesis, positive regulation of cell differentiation and developmental process. This cluster included several genes thought to be involved in joint biology and/or OA including syndecan 4, Bmp-1, and Timp-2. 

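At 4 weeks Sdc4, a heparan sulfate proteoglycan of the cell surface, was at 11.12 ± 0.22 in DMM pools and 10.36 ± 0.19 in sham pools (SD, n = 3 pools each, ratio 0.76 ± 0.16, adjusted p = 0.00303). Bmp1, a protease that processes procollagens, was at 10.13 ± 0.16 and 9.43 ± 0.16 (ratio 0.70 ± 0.12, adjusted p = 0.00127). Timp2, an inhibitor of matrix proteases, was at 13.41 ± 0.23 and 12.72 ± 0.25 (ratio 0.69 ± 0.17, adjusted p = 0.00906). For each gene, 3 of 3 DMM pools were above all sham pools. At 2 weeks the ratios were 0.51 for Sdc4 (adjusted p = 0.115) and 0.70 for Timp2 (adjusted p = 0.0557). The 4-week call of Timp2 is lost without 1 of 2 of the 6 pools.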

Cluster 2 contained 39 genes (52 probe sets) for genes also up-regulated at 2 and 4 weeks. The cluster included over-represented annotations for collagen, signal peptide, extracellular region, extracellular matrix, cell adhesion and glycosaminoglycan binding. 

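At 4 weeks, Igf1 was at 12.92 ± 0.33 in DMM pools and 11.07 ± 0.59 in sham pools (SD, n = 3 pools each, ratio 1.84 ± 0.27, adjusted p = 0.000508). Egfr, a growth factor receptor, rose by 1.13 ± 0.23 (adjusted p = 0.00286), with 2 of 4 probe sets higher. Col5a1 was at 12.25 ± 0.36 and 11.13 ± 0.24 (adjusted p = 0.00115) and Col16a1 at 10.41 ± 0.23 and 9.42 ± 0.08 (adjusted p = 0.000523). Mmp14, a membrane protease that cleaves collagen, rose by 1.06 ± 0.20 (adjusted p = 0.00157). For each gene, 3 of 3 DMM pools were above all sham pools. At 2 weeks Col5a1 rose by 0.91 ± 0.22 (adjusted p = 0.0343), Col16a1 by 0.76 ± 0.16 (adjusted p = 0.0258) and Igf1 by 1.13 ± 0.30 (adjusted p = 0.0465), each in 2 of 2 DMM pools. These 3 calls at 2 weeks are lost without 1 of 3 of the 5 pools, when only the 2 groups are fitted and with array weights. Of 19 genes of the IGF, EGF, PDGF and FGF pathways, 11 rose and none fell at 4 weeks (12 higher over the list alone, adjusted p = 2.29e-06 for the list, adjusted p = 0.192 with an estimated correlation).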

Genes of potential interest in this cluster included collagen genes such as Col5a1 and Col16a1, growth factor-related genes such as Igf1 and Egfr, MMP-14, and biglycan. 

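At 4 weeks, all 3 probe sets of Bgn were higher in DMM joints. The brightest was at 14.03 ± 0.24 in DMM pools and 13.02 ± 0.23 in sham pools (SD, n = 3 pools each, ratio 1.01 ± 0.15, adjusted p = 0.000684). The 2 probe sets of cluster 16 had mean ratios of 1.55 ± 0.29 and 1.57 ± 0.26 (SD, n = 3 pools). At 2 and 8 weeks the ratio of the brightest was 0.53 (adjusted p = 0.096) and 0.33 (adjusted p = 0.404).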

(Note, biglycan is represented by three probe sets on this mouse chip, two of which are found in cluster 16 and 1 in cluster 2). Clusters 4, 9, and 14 contained 33, 16 and 8 genes (33, 18, and 8 probe sets), respectively. DAVID did not identify any function annotations over-represented any of these clusters. Cluster 4 genes included two glutathione peroxidases, Gpx7 and Gpx8, perhaps suggesting some redox-related event.

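At 4 weeks Gpx7 was at 10.42 ± 0.33 in DMM pools and 9.43 ± 0.28 in sham pools (SD, n = 3 pools each, ratio 0.99 ± 0.20, adjusted p = 0.00269). Gpx8 was at 11.13 ± 0.28 and 10.39 ± 0.15 (ratio 0.74 ± 0.19, adjusted p = 0.0107). Both reside in the endoplasmic reticulum, and 3 of 3 DMM pools were above all sham pools for both. Of 20 measured glutathione and redox genes, 6 rose, 4 fell and 10 did not pass the test at 4 weeks (7 higher and 6 lower over the list alone), and the list did not differ from other genes (adjusted p = 0.986). The secreted superoxide dismutase Sod3 rose by 1.00 ± 0.23 (adjusted p = 0.00654), while the cytosolic peroxidase Gpx1 fell by 0.35 ± 0.09 (adjusted p = 0.0131). At 8 weeks the ratios were -0.04 for Gpx7 and -0.06 for Gpx8. The call of Gpx8 is lost without 1 of 3 of the 6 pools. The paper proposes a redox-related event from the 2 peroxidases.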

Clusters 6, 8, and 13 also displayed the most up-regulation at week 4, but to a lesser extent than clusters 1, 2, 4, 9, and 14. 

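Clusters 6, 8 and 13 include the growth factor Tgfb3, the cartilage protein Comp and the phosphatase Enpp3. At 4 weeks, 22 of 22 tested probe sets of cluster 6, 10 of 12 of cluster 8 and 8 of 8 of cluster 13 were higher in DMM joints. The mean ratios were 0.71 ± 0.15 in cluster 6, 0.57 ± 0.14 in cluster 8 and 0.64 ± 0.06 in cluster 13 (SD, n = 3 pools each). Cluster 8 had means of 0.26 ± 0.03 at 2 weeks (n = 2 pools), -0.05 ± 0.09 at 8 weeks and 0.44 ± 0.15 at 16 weeks. Cluster 6 had means of 0.12 ± 0.12 at 8 weeks and 0.45 ± 0.13 at 16 weeks. Differences between clusters were not tested.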

Cluster 6 included 23 genes (24 probe sets) whose DAVID-identified over-represented annotations included signal peptide, glycoprotein, cell adhesion, serine/threonine kinase signaling pathway, skeletal system development and growth factor activity. Genes of particular interest included TGFβ2 and TGFβ3, latent TGFβ binding protein and Ddr2. 

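At 4 weeks Tgfb3 was at 9.48 ± 0.17 in DMM pools and 8.61 ± 0.27 in sham pools (SD, n = 3 pools each, ratio 0.87 ± 0.13, adjusted p = 0.000614). Ltbp3, which holds TGFβ in its latent form, was at 11.72 ± 0.12 and 11.04 ± 0.26 (ratio 0.68 ± 0.15, adjusted p = 0.00437). Ddr2, a collagen receptor, was at 10.89 ± 0.21 and 10.09 ± 0.23 (ratio 0.80 ± 0.16, adjusted p = 0.00281). For these 3 genes, 3 of 3 DMM pools were above all sham pools. The brightest probe set of Tgfb2 was at 9.90 ± 0.40 and 9.39 ± 0.14 (ratio 0.50 ± 0.19, adjusted p = 0.0693) with overlapping pools, while its other 2 probe sets were called higher. It is called with the replicate number as a block, with array weights and without DMM replicate 1.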

Cluster 8 contained 19 genes for which the significant gene annotations included cell adhesion and contained COMP and Mmp13 which are thought to be important markers of the OA process. 

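At 4 weeks Mmp13, a collagenase of cartilage and bone, was at 13.94 ± 0.23 in DMM pools and 13.18 ± 0.05 in sham pools (SD, n = 3 pools each, ratio 0.77 ± 0.18, adjusted p = 0.00673). Comp, a cartilage matrix protein, was at 13.73 ± 0.08 and 13.40 ± 0.12 (ratio 0.33 ± 0.17, adjusted p = 0.164). For both genes, 3 of 3 DMM pools were above all sham pools.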

Cluster 13 included 9 genes for which there were no significantly over-represented functions. One of these, Enpp3, a pyrophosphatase, has been previously associated with osteoarthritis [19].

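Enpp3, which hydrolyzes extracellular nucleotides, was at 8.49 ± 0.03 in DMM pools and 7.88 ± 0.07 in sham pools at 4 weeks (SD, n = 3 pools each). The ratio was 0.61 ± 0.10 (adjusted p = 0.000884), and 3 of 3 DMM pools were above all sham pools. At 2 and 8 weeks the ratios of Enpp3 were 0.31 (adjusted p = 0.129) and 0.30 (adjusted p = 0.239).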

Overall, the analysis of gene clusters based on the metrics of both shape and magnitude of the time profile provided insight into the temporal process of osteoarthritis development. 

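Among the 427 probe sets, 9 had a mean DMM to sham ratio of -0.5 or less at 2 weeks, 32 at 4 weeks, 48 at 8 weeks and 0 at 16 weeks. At 4 weeks, 17 of the 329 tested were lower, 16 of them in cluster 5, which holds Cytl1 and Fabp4. Among the fat cell genes of this cluster, Plin4, a lipid droplet protein, fell by 0.77 (adjusted p = 0.00136), and it was picked after its value was seen. Over all 22489 probe sets, 1506 were lower and 2792 higher at 4 weeks. Genes outside the clusters that fell at 4 weeks include the cadherin Cdh6, which fell by 1.03 ± 0.20 (adjusted p = 0.00214), and Myb, a transcription factor of blood cell precursors, which fell by 0.41 ± 0.09 (adjusted p = 0.00593).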

Only a few genes were down-regulated as part of this process, and those were down-regulated mainly at 4 and/or 8 weeks. Many more genes were up-regulated and most of the up-regulated genes displayed up-regulation at 4 weeks, with lesser up-regulation at 2 and 16 weeks. 

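The largest rises at 4 weeks included Tnmd, a tendon gene, at 10.99 ± 0.53 in DMM pools and 8.79 ± 0.63 in sham pools (SD, n = 3 pools each, adjusted p = 0.000684), and Matn2, a matrix protein, by 1.96 ± 0.28 (adjusted p = 0.000508). At 2 weeks Tnmd rose by 1.70 ± 0.38 (adjusted p = 0.0276) and Matn2 by 1.42 ± 0.31 (adjusted p = 0.0263), each in 2 of 2 DMM pools. Thbs3, a thrombospondin, rose by 1.41 ± 0.20 at 4 weeks (adjusted p = 0.000508) and by 1.13 ± 0.20 at 16 weeks (adjusted p = 0.0231). The mean ratio was above 0 at all 4 weeks for 230 of the 427 probe sets, which represent 166 named genes. The 16-week call of Thbs3 is lost without 1 of 5 of the 6 pools, and the 2-week calls of Tnmd and Matn2 without 1 of 3 of the 5 pools, when only the 2 groups are fitted and with array weights.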

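The change of the DMM effect between weeks was tested as an interaction in limma. Between 4 and 8 weeks, 358 probe sets were called, 314 of them with the higher ratio at 4 weeks and 44 with the lower. Among the 427 probe sets, 53 of 329 were called, all with the higher ratio at 4 weeks, with a median difference of 0.67. Most of these were in cluster 3, with 15 of 40, and in clusters 9 and 4, with 8 of 10 and 7 of 22. Another 2 were in cluster 7, whose mean ratio was 0.11 at 4 weeks and -0.60 at 8 weeks, so there the larger effect was the fall at 8 weeks. Hif1a, a hypoxia factor, was among those called in cluster 9, and Serpinh1, a collagen chaperone in the same cluster, was not. Between 16 and 8 weeks 0 of all probe sets were called, with 2416 at an unadjusted p under 0.05, and the median difference of the 427 was 0.23. Between 2 and 8 weeks, a comparison added after the data were seen, 1 probe set was called over all genes and 0 of the 329 (3498 at an unadjusted p under 0.05). The count between 4 and 8 weeks was 3662 (2133 higher and 1529 lower at 4 weeks) without sham 8-week replicate 1. It was 0 without each of 8 other pools taken one at a time (4250 to 6118 at an unadjusted p under 0.05 in limma). It was 0 when only the 4 groups were fitted (5816), and 1 with the Gapdh 3 prime over 5 prime ratio of each array as a covariate. The balance of higher and lower calls is not stable either, with 3741 and 3285 with array weights and 2045 and 1255 with the muscle score. With array weights, 822 probe sets were called between 16 and 8 weeks (621 higher and 201 lower at 16 weeks) and 203 between 2 and 8 weeks. With the muscle score, 0 were called between 16 and 8 weeks and 849 between 2 and 8 weeks.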

The phasic process was clearly visualized in these clusters, with the gene expression at 8 weeks being significantly different from gene expression at the other time points. This difference was consistent across all replicates.

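The median ratio of the 427 probe sets was 0.43 and 0.42 in the 2 DMM pools at 2 weeks, 0.57, 0.83 and 0.79 in the 3 pools at 4 weeks, 0.04, 0.09 and -0.01 at 8 weeks, and 0.40, 0.28 and 0.24 at 16 weeks. Every pool at 8 weeks was below every pool of the other weeks, each set against the sham mean of its week, whose spread is left out. In cluster 3, which holds Nkap and Erg, the 8-week pools ranged from -0.02 to 0.03 and the 4-week pools from 0.59 to 0.70. Without sham replicate 1 the 8-week median is -0.03.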

### Tissue distribution of type III collagen, fibromodulin, and Prelp

Based on the results of the consensus clustering, we choose to immunostain for type III collagen, fibromodulin, and Prelp, in order to determine which tissues might be providing the signals noted by gene expression at week 16. A total of 3 DMM and 4 sham control mice were studied and representative images are shown in **Figure 9** The tissue distribution of immunopositivity was similar between the two surgical groups; however, certain tissue types (e.g. fibrocartilage) were more prevalent in the DMM mice. Type III collagen immunopositivity was present in a pericellular distribution in articular cartilage and the meniscus and was located more diffusely in ligaments, the joint capsule, and the synovium as well as in the fibrocartilage located over osteophytes (**Table 3**). It was also present in the vascular endothelium. Fibromodulin immunopositivity was present in low numbers of articular chondrocytes, minimally in meniscus, and variably in synovium. Immunopositivity was more intense and involved more chondrocytes in fibrocartilage, notably over osteophytes, than in articular cartilage. Some bone marrow cells, including megakaryocytes also were positive. Immunopositivity for Prelp was present in ligaments (particularly at the site of ligamentous attachments to bone), periosteum, and fibrous connective tissue. Most chondrocytes were negative; however the matrix of degenerative cartilage and fibrocartilage was strongly immunopositive.

**Figure 9:**
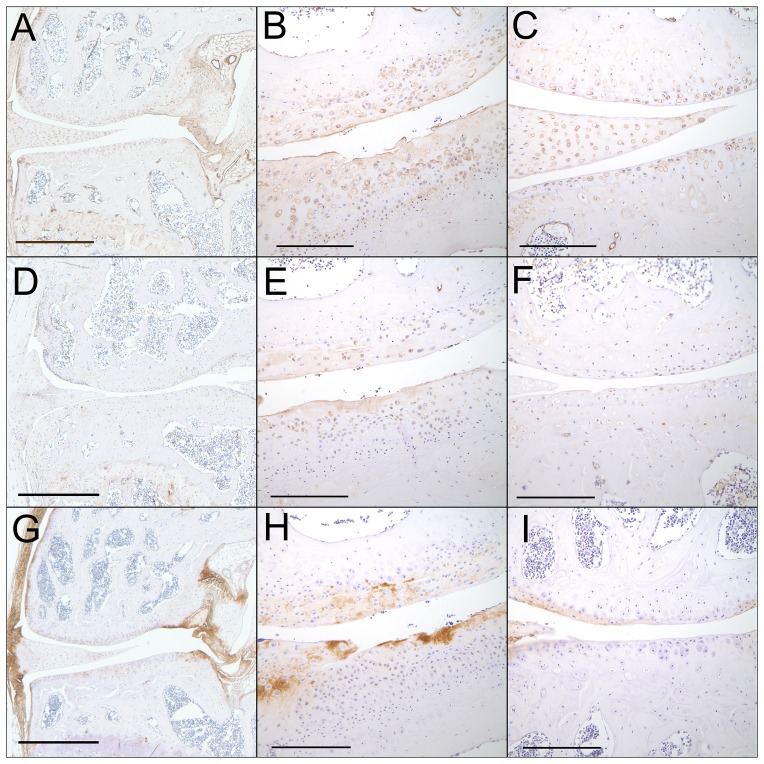
Immunolocalization of type III collagen, fibromodulin, and Prelp. Sections from mice in the 16 week-old sham and DMM groups were immunostained as detailed in the Methods using antibodies to type III collagen (A,B,C), fibromodulin (D,E,F) and Prelp (G,H,I). A, D, and G are 4x views of sham control joints to demonstrate overall tissue distribution. B, E, and H are 20x views of DMM joints and C, F, and I are 20x views of sham control joints. Bar  = 1 mm for 4X, 200um for 20X.

**Table 3:** Immunostaining results for Prelp, Type III collagen, and Fibromodulin.

Tissue	Prelp	Type III collagen	Fibromodulin
Ligaments	+++/++++	+	+/−
Periosteum	+++	+	+/−
Fibrous connective tissue	++	+	−
Articular cartilage chondrocytes	−	−	+/−
Articular cartilage matrix	+/−	++ (mainly pericellular matrix)	−
Meniscus chondrocytes	+/−	+	+/−
Meniscus matrix	+/−−	++ (mainly pericellular matrix)	+
Bone	−	−	−
Bone marrow	−	−	++
Growth plate chondrocytes	+/−	−	−
Growth plate matrix	+/−	+/−	+
Fibrocartilage	++	++ (mainly pericellular matrix of chondrocytes)	++
Skeletal muscle	−	+ (perimysium only)	+/−
Synovium	−	+++	+/++
Degenerate/fibrillated cartilage	++/+++	++	++
Vascular endothelium	−	++++ (also vessel wall)	−

Prelp =  proline-arginine-rich end leucine-rich repeat protein. Sections from 3 DMM and 4 sham control animals at 16 weeks after surgery were graded on a scale from no immunopositivity (−) to marked immunopositivity (++++). The results presented are the consensus grades from all animals evaluated. The degenerate/fibrillated cartilage was only present in the DMM animals.

### Real-time PCR results for selected genes

We selected a set of 16 genes to evaluate using RT-PCR based on genes tested in our previous study [6] where we had compared RT-PCR results at the 8 week time point in young and older adult mice. 

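Of the 14 genes of this set that passed the brightness filter, 4 were higher in DMM joints on the arrays at 2 weeks, 12 at 4 weeks, 0 at 8 weeks and 3 at 16 weeks, and none was lower. At 8 weeks, 2729 of all probe sets had an unadjusted p under 0.05 in limma. The median ratios were 0.93, 1.21, 0.51 and 1.03. At 4 weeks Postn, a matrix protein of periosteum and ligament, rose by 1.34 ± 0.29 (adjusted p = 0.00392), Aspn, a proteoglycan that binds collagen, by 1.22 ± 0.26 (adjusted p = 0.00416), and Htra1 by 1.19 ± 0.24 (adjusted p = 0.00295). Ackr3, the chemokine receptor also called Cxcr7, rose by 1.02 ± 0.21 (adjusted p = 0.00264) and Il33, a cytokine, by 1.46 ± 0.32 (adjusted p = 0.00445). For these 5 genes, 3 of 3 DMM pools were above all sham pools. Acan, the large cartilage proteoglycan, rose by 0.54 ± 0.19 (adjusted p = 0.0491). The list was higher than other genes at 4 weeks (adjusted p = 9.43e-09, adjusted p = 0.192 with an estimated correlation). The real-time PCR used the same RNA pools, and the study chose these genes from its earlier data, so they are not independent evidence. The call of Acan is lost without 1 of 5 of the 6 pools and with 6 of the settings tried. The 4 calls at 2 weeks are lost without sham replicate 1 and when only the 2 groups are fitted. The 3 calls at 16 weeks are lost without sham replicate 1 and without DMM replicate 1.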

The average fold change in the DMM relative to sham controls for this gene set was highest at 4 weeks and lowest at 8 weeks (**Table 4**) which was consistent with the overall pattern of the 371 genes found to be significantly regulated in DMM vs sham joints on the microarrays (**Figure 6**). Genes with significant upregulation at 4 weeks included aggrecan, asporin, Ccl21, Cxcr7, Dkk3, Htra1, Igf-1, periostin, and Sfrp2. Looking across the time course, none of the genes examined were significantly up- or down-regulated in DMM relative to sham joints at all 4 time points; however, Ccl21, Cxcr7, Igf-1, and Sfrp2 were up-regulated at 3 of 4 time points. The two Wnt pathway regulators that were examined, Dkk3 and Sfrp2, were both significantly up-regulated at the early time points as was Col3a1. 

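On the arrays, Sfrp2 rose by 1.11 ± 0.25 at 2 weeks (adjusted p = 0.0308) in 2 of 2 DMM pools, by 1.47 ± 0.22 at 4 weeks (adjusted p = 0.000684) and by 1.35 ± 0.22 at 16 weeks (adjusted p = 0.014), in 3 of 3 DMM pools each. Dkk3 had a ratio of 1.43 ± 0.42 at 2 weeks (adjusted p = 0.0671) and rose by 1.44 ± 0.37 at 4 weeks (adjusted p = 0.0112). Of 20 measured genes of the Wnt pathway, 6 were higher at 2 weeks, 10 at 4 weeks, 0 at 8 weeks and 1 at 16 weeks, and none was lower (9, 10, 0 and 4 higher over the list alone). The list was higher than other genes at 4 weeks (adjusted p = 0.000256, adjusted p = 0.192 with an estimated correlation). All 6 calls at 2 weeks are lost without sham replicate 1, without DMM replicate 3 and when only the 2 groups are fitted. The 2-week and 16-week calls of Sfrp2 are lost without 1 of 3 of the 5 pools and 1 of 4 of the 6 pools, and the 4-week call of Dkk3 without 1 of 3 of the 6.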

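On the arrays, Col3a1 was called higher in DMM joints at 4 and 16 weeks, and its ratios at 2 and 8 weeks were 0.29 (adjusted p = 0.529) and 0.50 (adjusted p = 0.334). Its sham level was 15.24 ± 0.37 at 2 weeks and 14.61 ± 0.34 at 4 weeks, against 14.27 ± 0.13 at time 0 (SD, n = 3 pools each). For Dkk3 the ratio at 16 weeks was 0.92 (adjusted p = 0.589).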

Unlike Dkk3 and Sfrp2, Col3a1 was also highly expressed at 16 weeks, consistent with the microarray results. Although type X collagen has been used as a marker of chondrocyte hypertrophy, which is thought to contribute to the development of OA, we actually observed a decrease in its expression at two weeks and no significant increase at the later time points. 

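On the arrays, Col10a1 had DMM to sham ratios of 0.06 at 2 weeks (adjusted p = 0.955), 0.36 ± 0.34 at 4 weeks (adjusted p = 0.464), -0.48 at 8 weeks (adjusted p = 0.552) and 0.70 at 16 weeks (adjusted p = 0.676). In sham joints Col10a1 was below time 0 by -1.94 ± 0.34 at 4 weeks (adjusted p = 0.0127) and -2.26 ± 0.34 at 8 weeks (adjusted p = 0.00371). The 4-week call is lost with the Gapdh ratio as a covariate and without any 1 of 3 of the 6 pools, and the 8-week call with the muscle score and when only the 2 groups are fitted.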

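On the arrays, Mmp13 was at 14.02 ± 0.09 in DMM pools (n = 2) and 13.76 ± 0.51 in sham pools (n = 3, SD) at 2 weeks, a ratio of 0.26 ± 0.20 (adjusted p = 0.551). At 16 weeks it was at 12.80 ± 0.19 and 12.33 ± 0.21 (SD, n = 3 pools each, ratio 0.48 ± 0.18, adjusted p = 0.546), and 3 of 3 DMM pools were above all sham pools. In sham joints the gene fell by 1.19 between time 0 and 16 weeks.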

MMP-13 was increased at 2, 4, and 16 weeks in DMM relative to joints, as was noted on the microarrays, but due to variability among the 3 pools it did not reach statistical significance.

**Table 4:** Real time PCR results for selected genes showing fold change in DMM joints relative to sham controls.

Time point	2 weeks		4 weeks		8 weeks		16 weeks	
Gene name	fold change	p value	fold change	p value	fold change	p value	fold change	p value
Adamts5	0.37	NS	0.26	NS	0.86	NS	0.96	NS
Aggrecan	2.53	NS	5.90	0.006	1.06	NS	2.00	NS
Asporin	1.45	NS	2.50	0.04	1.60	0.05	2.00	NS
Ccl21	1.48	NS	2.41	0.001	2.27	0.003	1.57	0.05
Ccr7	0.48	0.006	1.00	NS	1.83	0.05	1.00	NS
Cxcr7	2.43	NS	2.77	0.03	1.51	0.02	2.99	0.03
Col3	2.24	0.05	4.28	NS	1.93	NS	3.34	0.004
Col10	0.48	0.02	0.25	NS	1.75	NS	1.17	NS
Dkk 3	4.27	0.01	2.50	0.02	1.77	NS	2.50	NS
Htra1	1.39	NS	4.09	0.01	1.81	0.008	3.00	NS
Igf-1	1.88	NS	3.50	0.0004	3.00	0.002	3.00	0.008
IL33	1.50	NS	1.50	NS	1.61	0.05	1.88	NS
Mmp3	3.68	0.03	10.57	NS	2.32	0.007	2.22	NS
Mmp13	1.48	NS	2.00	NS	1.08	NS	1.46	NS
Periostin	4.48	NS	3.38	0.009	1.44	NS	1.75	NS
Sfrp2	2.92	0.01	2.81	0.002	1.56	0.01	1.29	NS
Average fold change	2.07		3.11		1.71		2.01	

## Discussion

Both the histologic and gene expression analysis support a phasic process for the development of OA in this model. The early phases at 2 and 4 weeks after DMM surgery were the most active in terms of gene expression at a time when the earliest cartilage lesions in the medial tibial plateau were very mild but abaxial chondrophytes had already formed. The chondrophytes matured to osteophytes as the articular cartilage lesions became more severe but, interestingly, this was accompanied by a significant decline in overall gene expression at the 8 week time point. In addition to the differences in overall gene expression, the findings from cluster analysis showed that each time point studied had a unique gene signature that also supports a phasic process.

Perhaps most striking was the decline in gene expression at 8 weeks after surgery. There was a significant down-regulation of genes regulating cell proliferation while matrix remodeling genes that were up-regulated at 2 and 4 weeks were mostly off, suggesting that a quiescent phase had been reached. However, at 16 weeks this pattern had changed and was accompanied by significant cartilage loss in the medial tibial plateau while cartilage damage and chondrocyte death was beginning to be evident in the lateral tibial plateau along with the appearance of lateral axial osteophytes. 

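None of 32 measured genes of mitosis and DNA replication was called at 8 weeks, and their median DMM to sham ratio was 0.08. The RNA came from mixed tissue with bone, so this list cannot tell dividing joint cells from marrow cells. At 8 weeks its mean score was 0.11 in sham and 0.18 in DMM pools, and that of erythroid genes 0.02 and 0.29 (differences not tested). Cluster 7, for which the paper reports cell cycle annotations, was below 0 in 3 of 3 DMM pools at that week (mean -0.60 ± 0.07, SD), with none of its 17 tested probe sets called. In limma, 2729 of all probe sets had an unadjusted p under 0.05 at that week. Mki67, a marker of dividing cells, had a ratio of 0.08 at 8 weeks (adjusted p = 0.803) and Cdk1, the mitotic kinase, of 0.07. Of 19 matrix glycoprotein genes, 13 rose at 4 weeks and none fell (14 over the list alone, median 0.65, adjusted p = 4.54e-08 for the list and 0.192 with an estimated correlation), and 0 were called at 8 weeks, with a median of 0.15. Of 16 matrix proteases and their inhibitors, 11 rose and 1 fell at 4 weeks (11 and 1 over the list alone, median 0.69, adjusted p = 2.04e-06 for the list and 0.192 with an estimated correlation), and 0 were called at 8 weeks, with a median of 0.05. Thbs2, a thrombospondin of the matrix, rose by 1.52 ± 0.26 at 4 weeks (adjusted p = 0.00117) and Mmp2, a gelatinase, by 1.52 ± 0.28 (adjusted p = 0.00152), in 3 of 3 DMM pools. The interaction between 4 and 8 weeks was called for 1 of the 19 and 1 of the 16 genes. The paper proposes that a quiescent phase had been reached at 8 weeks.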

Because RNA for the gene arrays was only isolated from the medial side of the joint, the changes in gene expression observed at 16 weeks were not due to the disease progressing laterally but rather reflect more advanced disease medially. The lack of time points between 4 and 8 weeks and 8 and 16 weeks prevents any conclusions about the length of the quiescent phase.

The significant expression of Prelp, Col3a1, and fibromodulin at 16 weeks suggests that a matrix repair or a “wound healing response” was active. At 16 weeks, the articular cartilage from the DMM group had severe lesions in the medial tibial plateau with some loss of cartilage. This suggested that the signal at 16 weeks for these genes may have come from either early changes on the femoral side, since some femoral tissue was included for RNA extraction, or more likely, from other joint structures such as the meniscus, synovium, ligaments and subchondral bone. Immunostaining revealed that ligaments and the fibrocartilage found over osteophytes were common locations for all three proteins. These results are consistent with previous studies that examined the location and function of these proteins. Prelp is thought to play a role in matrix organization through interactions with collagen, as does the small leucine-rich proteoglycan fibromodulin [20], [21]. Deletion of fibromodulin in mice leads to OA, possibly via weakened ligaments and tendons [22]. However, a recent study that revealed a role for complement activation in OA demonstrated increased levels of fibromodulin in OA synovial fluid and found that fibromodulin could promote the activation of complement [23]. Overexpression of Prelp has been shown to disrupt normal collagen fiber formation in skin [24] and, in contrast to fibromodulin, it is an inhibitor of complement activation [25]. Thus, too little or too much fibromodulin and Prelp could contribute to OA.

Increased expression of type III collagen has been previously noted in human OA cartilage [26], [27] and it has been found in normal cartilage in fibrils containing type II collagen [28]. We noted a pericellular location for type III collagen in articular cartilage and the meniscus. It is not known what role type III collagen could have in the OA joint. In the set of 371 genes that were differentially expressed in DMM vs sham joints, we observed increased expression, at one or more time points, in a large number of collagen genes that are likely part of an attempted repair response. These included the alpha 1 chain of types III, V, XII, XIV, XVI, and XXII collagen and the alpha 2 chain of type IV collagen, along with the collagen processing genes, procollagen c-endopeptidase enhancer protein and procollagen-lysine, 2-oxoglutarate 5-dioxygenase 1.

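Of 20 measured collagen genes other than those of cartilage, 7 rose in DMM joints at 2 weeks, 17 at 4 weeks, 0 at 8 weeks and 1 at 16 weeks, and none fell (15, 17, 0 and 14 higher over the list alone). The 7 calls at 2 weeks are lost without sham replicate 1, without DMM replicate 3 and when only the 2 groups are fitted. Median ratios were 0.77, 1.10, 0.21 and 0.50. Col6a2, a collagen of the pericellular matrix, was at 13.04 ± 0.41 in DMM pools and 11.45 ± 0.36 in sham pools at 4 weeks (SD, n = 3 pools each, adjusted p = 0.00117). Col1a1 and Col1a2, the chains of the main bone collagen, had ratios of 0.24 ± 0.12 (adjusted p = 0.15) and -0.03 ± 0.10 (adjusted p = 0.875). The mean score of the list was 1.27 ± 0.10 in DMM pools at 2 weeks (SD, n = 2) and 0.60 ± 0.43 in sham pools, where sham replicate 1 was at 0.11 and the other two at 0.84 and 0.86. As a list, the collagens were higher than other genes at 4 weeks (adjusted p = 3.24e-12) and 16 weeks (adjusted p = 3.25e-16), with adjusted p = 0.192 and 0.116 with an estimated correlation. The paper proposes that these collagens are part of an attempted repair response.

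**Figure D3:**
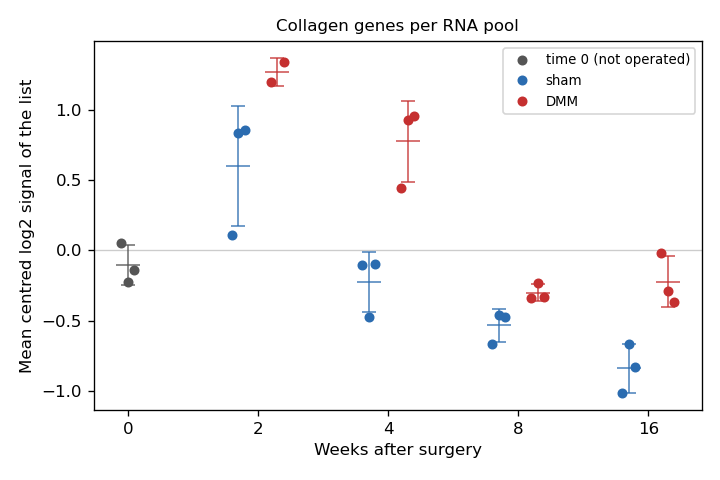
Mean centred log2 signal of 20 collagen genes other than cartilage collagens in each RNA pool by weeks after surgery, with time 0 in grey, sham in blue and DMM in red. Bars show mean ± SD of the pools of a group.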

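Pcolce, which speeds the removal of the C-propeptide of procollagens, was at 13.11 ± 0.29 in DMM pools and 11.95 ± 0.42 in sham pools at 4 weeks (SD, n = 3 pools each, ratio 1.16 ± 0.24, adjusted p = 0.00283). Plod1, a lysyl hydroxylase of collagen, was at 9.78 ± 0.13 and 9.02 ± 0.12 (ratio 0.76 ± 0.12, adjusted p = 0.000884). For both genes, 3 of 3 DMM pools were above all sham pools. Of 19 genes of collagen processing and cross-linking, 15 rose and 1 fell at 4 weeks (15 and 1 over the list alone), with 3 higher at 2 weeks and 0 called at 8 and 16 weeks. The cross-linking enzyme Lox rose by 1.19 ± 0.24 at 4 weeks (adjusted p = 0.00253), and the gene that fell was Pcolce2, which fell by 0.55 ± 0.17 (adjusted p = 0.0274). At 2 weeks Plod1 rose by 0.58 ± 0.14 (adjusted p = 0.0332) and Col12a1 by 1.11 ± 0.26 (adjusted p = 0.0337), in 2 of 2 DMM pools. Both 2-week calls are lost without 1 of 3 of the 5 pools, when only the 2 groups are fitted and with array weights. The list was higher than other genes at 4 weeks (adjusted p = 2.61e-09, adjusted p = 0.192 with an estimated correlation).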

The phasic changes in gene expression noted in the DMM knees were not the result of aging of the animals over the 16 week time course. Changes in gene expression were noted when we compared the 12 week old animals at baseline (un-operated) and the sham controls over the 16 week time course but these differed significantly from the changes in gene expression noted in the DMM relative to sham joints. This was seen in the overlap analysis where the changes over time in expression in the DMM joints were most often in the opposite direction to changes over time in the sham joints. This was most evident for Prelp and fibromodulin which were significantly down-regulated at week 16 in the sham controls but increased in the DMM joints. 

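Prelp and Fmod belong to the small leucine-rich proteoglycans, of which 12 were measured. Of these 12, 7 fell and none rose in sham joints between time 0 and 16 weeks, with a median of -0.86 (adjusted p = 3.38e-11 for the list, adjusted p = 0.0527 with an estimated correlation). In DMM joints at 16 weeks 2 of the 12, Fmod and Lum, were higher than in sham joints and none was lower (7 higher over the list alone), with a median ratio of 0.60 (adjusted p = 4.57e-11, adjusted p = 0.0975 with an estimated correlation). At 4 weeks 6 were higher and 1 lower (8 and 1 over the list alone). Kera, a keratan sulfate proteoglycan, rose by 1.81 ± 0.39 at 4 weeks (adjusted p = 0.00433), and Chad, a protein that binds chondrocytes, fell by 0.49 ± 0.15 (adjusted p = 0.024). Against time 0, none of the 12 was higher and 2 were lower in DMM joints at 16 weeks, with a median of -0.27.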

Interestingly, immunopositivity for both of these proteins was notably stronger and more extensive in fibrocartilage over osteophytes than in articular or meniscal cartilage. In addition, immunopositivity for Prelp was increased in degenerative cartilage matrix compared with normal cartilage. In the sham time course analysis, most genes exhibited an up-regulation of expression at 2 weeks followed by a progressive decline out to 16 weeks, compared to time zero. Many of these genes were involved in morphogenesis and development, suggesting the animals were more actively growing at the start of the study and then growth likely slowed. 

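Of the 20 collagens outside cartilage, 5 rose in sham joints at 2 weeks and none fell (17 higher over the list alone, median 0.66, adjusted p = 1.76e-14 for the list and 0.174 with an estimated correlation). At 16 weeks 14 of them fell and none rose (15 lower over the list alone, median -0.69, adjusted p = 1.7e-14 for the list and 0.0868 with an estimated correlation). Of 19 collagen processing genes, 2 rose at 2 weeks and 15 fell at 16 weeks. The calls of genes that rose at 2 weeks are all lost without time 0 replicate 2, without sham replicate 2 and when only the 2 groups are fitted. With the Gapdh 3 prime over 5 prime ratio as a covariate, the count of all probe sets called at 2 weeks falls from 373 to 47. Of 8 imprinted genes linked to growth, 6 were lower at 16 weeks and none higher (median -0.96, adjusted p = 9.65e-10 for the list and 0.0527 with an estimated correlation). The list was not divided into genes that promote and genes that restrain growth, so its fall does not test whether growth slowed. Sox9, a transcription factor of chondrocytes, fell by 0.74 ± 0.15 at 16 weeks (adjusted p = 0.00476), and Acan fell by 1.46 ± 0.19 (adjusted p = 7.02e-05), in 3 of 3 sham pools. Col2a1 had already fallen by 1.41 ± 0.33 at 8 weeks (adjusted p = 0.0421), a call that is lost without 1 of 5 of the 6 pools. The paper proposes that growth slowed over the time course.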

Importantly, the progressive increase in subchondral bone area and thickness were the only histologic measures that changed with time in all groups (control, sham and DMM).

We have recently reported a comparison of the 8 week time point results included in the present study with results from the same time point in animals that were 12 months-old at the time of DMM surgery [6]. The histologic OA severity in the older mice was about twice that of the younger mice and significantly more genes were up-regulated in the older mice. The 8 week comparisons suggest that the older mice develop OA more rapidly after DMM surgery than the younger mice, a result which could have contributed to the differences in gene expression at 8 weeks. A major difference between the young and older mice was in the expression of muscle related genes which were up-regulated in the older mice and either down-regulated or unchanged in the younger mice. 

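Of 24 measured skeletal muscle genes, 0 were called in any DMM and sham comparison or against time 0 in limma, where 1659 to 7746 of all probe sets had an unadjusted p under 0.05 in the DMM and sham comparisons. Their levels varied between pools. At 8 weeks their median DMM to sham ratio was -1.23, and as a list they were lower than other genes (adjusted p = 1.09e-09, adjusted p = 0.632 with an estimated correlation). Acta1, the actin of skeletal muscle, was at 12.56 ± 0.51 in DMM pools and 13.79 ± 0.39 in sham pools at 8 weeks (SD, n = 3 pools each, ratio -1.23 ± 0.62, adjusted p = 0.428). Ckm, the creatine kinase of muscle, was at 12.08 ± 0.48 and 13.28 ± 0.41 (ratio -1.19 ± 0.65, adjusted p = 0.455). For each of the 24 genes, 3 of 3 DMM pools were below all sham pools at 8 weeks. The median ratio was 0.50 at 2 weeks, -0.77 at 4 weeks and 0.70 at 16 weeks. The mean score of the 24 genes was -0.75 ± 0.65 at time 0 and 0.91 ± 0.39 in sham pools at 8 weeks (SD, n = 3 pools each), and in the 3 sham pools at 2 weeks it was 1.29, -0.24 and -2.11.

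**Figure D4:**
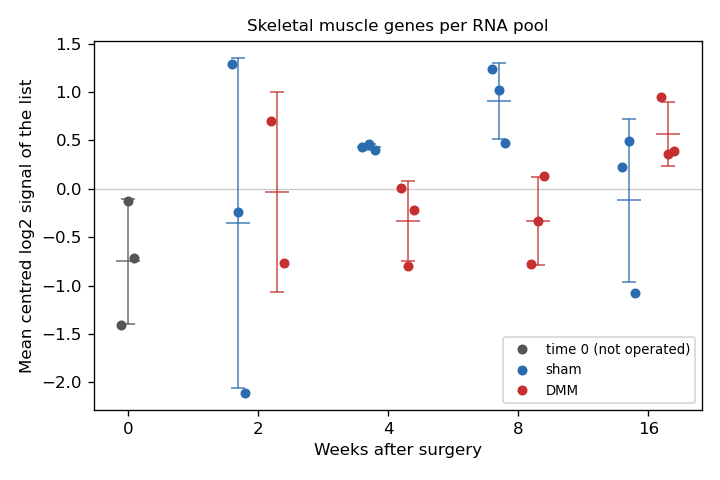
Mean centred log2 signal of 24 skeletal muscle genes in each RNA pool by weeks after surgery, with time 0 in grey, sham in blue and DMM in red. Bars show mean ± SD of the pools of a group.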

Consistent with greater importance of the muscle-related genes in the older mice, we did not find significant annotations for muscle in the time course study using young mice. It would be of interest to do a time course study in the 12 month-old mice to determine if a phasic progression is also found. We did compare the DMM vs sham gene expression from the 8 week time point in the 12 month old mice to the other time points in the younger mice and found the most genes in common at 16 weeks (158 genes) suggesting more rapid progression in the older mice (data not shown).

A phasic progression of OA was suggested by a previous study in humans where radiographic progression was related to changes in serial measures of serum COMP, as an OA biomarker [29]. Interestingly, we found that COMP, along with MMP-13, clustered with genes that were up-regulated during times of increased activity at 2, 4, and 16 weeks and were down-regulated at 8 weeks when activity was lowest. 

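On the arrays, Comp had DMM to sham ratios of 0.44 ± 0.19 at 2 weeks (adjusted p = 0.203), 0.36 ± 0.17 at 8 weeks (adjusted p = 0.40) and 0.72 ± 0.17 at 16 weeks (adjusted p = 0.111). At 8 weeks Comp was at 13.49 ± 0.13 in DMM pools and 13.14 ± 0.06 in sham pools (SD, n = 3 pools each), and 3 of 3 DMM pools were above all sham pools, as at 16 weeks. Mmp13 was at 12.69 ± 0.16 in DMM pools and 12.76 ± 0.11 in sham pools at 8 weeks (SD, n = 3 pools each), a ratio of -0.06 ± 0.18 (adjusted p = 0.904). With the muscle score as a covariate Comp is called higher at 2 and 16 weeks.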

One potential explanation for a phasic process would be the maturation of osteophytes which have been proposed to stabilize the joint mechanics [30]. Our observation that chondrophytes had already formed by 2 weeks after surgery to destabilize the meniscus is consistent with the hypothesis that joint destabilization stimulates their formation. Increased expression of Bmp-1, TGFβ2 and TGFβ3 at the early time points is also consistent with their presumed role in stimulating osteophyte formation [31]. 

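At 2 weeks, the DMM to sham ratio was 0.34 ± 0.14 for Bmp1 (adjusted p = 0.187), 0.61 ± 0.21 for Tgfb2 (adjusted p = 0.122) and 0.45 ± 0.15 for Tgfb3 (adjusted p = 0.0975), with 2 DMM pools and 3 sham pools. The DMM pools of Bmp1 and Tgfb3 were above all sham pools, and those of Tgfb2 overlapped them. Of 23 genes of the TGFβ and BMP pathways, 1 was higher at 2 weeks, 9 at 4 weeks and 0 at 8 and 16 weeks, and none was lower. Over the list alone, 6 were higher and 1 lower at 2 weeks, and 10 were higher at 4 weeks. The list was higher than other genes at 4 weeks (adjusted p = 0.000114, adjusted p = 0.198 with an estimated correlation). With the muscle score as a covariate, Tgfb2 and Tgfb3 are called at 2 weeks. The paper gives these growth factors a presumed role in osteophyte formation.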

The stabilization, however, appeared to be transient because cartilage loss was marked at 16 weeks and gene expression was increased relative to 8 weeks.

There are important limitations to the present study. Because RNA was not isolated from individual tissues it is not possible to determine which specific tissue (cartilage, bone, meniscus, ligament, synovium) contributed to the changes in gene expression. Also, if a gene is expressed in a single tissue, pooling of tissues will reduce the signal to a lower level than what would have been observed in the individual tissue. That is the likely explanation for the overall lower levels of gene expression observed in the present study when compared to work using a single tissue. Based on the immunostaining for type III collagen, fibromodulin, and Prelp, as well as immunostaining for IL-33, periostin, and CCL21 reported in our previous study [6], it appears that multiple joint tissues can be responsible for changes in gene expression consistent with the joint operating as an organ rather than as individual tissues. Therapeutic interventions for OA which target key processes occurring in multiple joint tissues rather than a single tissue should be more effective than those targeting a single tissue. Another limitation is that the DMM model may or may not reflect human OA disease pathogenesis. Certainly the histologic features in cartilage and bone are similar, but in human OA there may be more disease activity in the synovium than in the DMM model. Finally, we studied gene expression, and not protein production, and these do not always correlate. Immunohistochemical studies to assess changes at the protein level are not sensitive enough to detect differences noted at the level of gene expression, unless either the differences in expression are marked, or the protein being examined is only detected in diseased tissue and not in normal tissue.

Further studies will be needed to determine the importance of these findings for human OA. An important implication of the results is that the degree of response to an intervention given during a phasic process will depend on the timing of the intervention. Pre-clinical studies using animal models most often start the intervention at the same time or just after the start of the OA process while in human trials participants are likely to be at various stages of the disease process when the intervention is initiated. Finding markers of various disease stages in OA could be used to direct targeted therapy to the proper phase of the disease when the target is most active.

## Supporting Information

Table S1 **Filtering results for the sham time course.**
(DOCX) Click here for additional data file.

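For the sham time course, the SLR step kept 2513, 2200 and 4086 of the brighter 22550 probe sets in replicates 1, 2 and 3. The overlap of the 3 replicates held 1191, and 399 passed the correlation and distance step. The paper's numbers of probe sets are 2707, 2439 and 4276, then 1183 and 406. Of the 406 rows of File S1, 389 were at hand, and all 389 passed when no filter on brightness was used.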

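For the DMM time course, the SLR step kept 1929, 3674 and 2465 of the brighter 22550 probe sets in replicates 1, 2 and 3. Replicate 1 has no 2-week pool and rests on 3 time points. The overlap of the replicates held 1007, and 371 passed the correlation and distance step. The paper's numbers are 2130, 3846 and 2740, then 1101 and 427. Of the 427 probe sets, 329 (77.0%) are among the brighter probe sets, and all 427 passed when no filter on brightness was used.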

Table S2 **Filtering results for the DMM time course.**
(DOCX) Click here for additional data file.

File S1 **Excel file of 406 Sham filtered probe sets and DAVID results.** Results are presented as signal log ratio (SLR) which is the log_2_ of the fold change and so an SLR of 0.5 =  1.4-fold. A positive number would be up-regulation and negative number down-regulation.
(XLSX) Click here for additional data file.

File S2 **Excel file of 427 DMM filtered probe sets and DAVID results.** Results are presented as signal log ratio as described for supplemental file 1.
(XLSX) Click here for additional data file.

File S3 **Excel file of 97 common probe sets and DAVID results.**
(XLSX) Click here for additional data file.

# Supplementary material for: Disease Progression and Phasic Changes in Gene Expression in a Mouse Model of Osteoarthritis
**Source:** PLoS One. 2013 Jan 28;8(1):e54633. doi: 10.1371/journal.pone.0054633
**Supplement:** Table S1 — Filtering results for the sham time course.

## Table S1: Filtering results for the sham time course.

| ***Replicate*** | ***Total Transcripts on Chip*** | ***Detection***  ***P-value Filter*** | ***SLR Filter*** | ***Overlap Analysis*** | ***PCC and ED Filter*** |
| --- | --- | --- | --- | --- | --- |
| Rep1 | 45,101 | 22,601 | 2,707 | 1,183 | 406 |
| Rep2 |  | 23,338 | 2,439 |  |  |
| Rep3 |  | 23,154 | 4,276 |  |  |

# Supplementary material for: Disease Progression and Phasic Changes in Gene Expression in a Mouse Model of Osteoarthritis
**Source:** PLoS One. 2013 Jan 28;8(1):e54633. doi: 10.1371/journal.pone.0054633
**Supplement:** Table S2 — Filtering results for the DMM time course.

## Table S2: Filtering results for the DMM time course.

| ***Replicate*** | ***Total Transcripts***  ***on Chip*** | ***Detection***  ***P-value Filter*** | ***SLR Filter*** | ***Overlap Analysis*** | ***PCC and ED Filter*** |
| --- | --- | --- | --- | --- | --- |
| Rep1 | 45,101 | 23,055 | 2,130 | 1,101 | 427 |
| Rep2 |  | 23,059 | 3,846 |  |  |
| Rep3 |  | 22,822 | 2,740 |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

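RNA pools from the medial joint compartment of male C57BL/6 mice operated at 12 weeks of age were measured on 1-colour Affymetrix mouse genome arrays. There were 26 arrays in 9 conditions, and each array held RNA pooled from 3 mice. Time 0 and sham surgery at 2, 4, 8 and 16 weeks had 3 pools each, DMM surgery had 3 pools at 4, 8 and 16 weeks and 2 pools at 2 weeks, because the RNA of 1 pool was not intact enough for an array according to the authors. The unit of replication is the pool.

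The deposited values are log2 signals for 45101 probe sets, which the authors made from the scanned arrays and brought to a common scale by systematic variation normalization (SVN). They are not centred per probe set, and the array medians lie between 7.90 and 7.95. They were used as deposited. The authors' signal log ratio (SLR) was recomputed as the log2 signal of a pool minus the mean log2 signal of its control pools. It was checked against the ratios of File S2 and the 389 rows of File S1 at hand, with differences of at most 5e-05. Of the 2 readings of an average signal, the mean of log2 values was therefore used, and the log2 of the mean signal was kept as an alternative.

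The authors' filter was repeated with an absolute SLR of at least 0.5 at 1 or more time points in each replicate time course, then 2 of 3 correlations of at least 0.7 and 2 of 3 distances of at most 0.6 (DMM) or 0.81 (sham) between replicates. DMM replicate 1, which has no 2-week pool, was compared over the other 3 time points. The authors' step on detection p values was replaced by a filter that keeps the 22550 brighter probe sets, since the values used hold no detection p. The authors paired pools into time courses at random, and the numbers of the pools were used here, with 100 other random pairings as an alternative. The clusters of File S2 were taken as published, and only their means and their called members were computed. Real-time PCR was not recomputed.

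Differences were fitted in limma 3.58.1 under R 4.3.3, with 1 coefficient per condition over all 26 arrays (17 residual degrees of freedom). The fit covered 22489 probe sets with a mean log2 signal above 7.93, for 11511 genes, and a probe set was called at an adjusted p under 0.05 (Benjamini-Hochberg). A gene is represented by its probe set with the highest mean signal. The comparisons were DMM against sham within each week, each sham week against time 0, each DMM week against time 0, and the change of the DMM effect from 8 weeks to 2, 4 and 16 weeks as an interaction. For DMM at 2 and 4 weeks against time 0 and for the interaction of 2 and 8 weeks, the counts of called probe sets were added after the data were seen. On simulated data with 100 changed probe sets at each size, the fit of DMM against sham at 4 weeks recovered 66 changes of size 0.5 and 92 of size 1, with 9 false calls. On the real arrays this count ranged from 1581 to 5553 with 1 pool left out, so the number of false calls need not hold there. The 2 or 3 pools per condition limit the precision, with a smallest exact p of 0.1 for 3 pools against 3 and 0.2 for 2 against 3.

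Probe sets were named from the array annotation, where 34958 carry 1 gene symbol, 932 several and 9211 none. Probe sets with several symbols or none were left out of gene results. There were 34 gene lists, written before the values were read, and 579 of their 630 entries have a probe set of their own. They cover skeletal muscle, glycolysis and glycogen use, oxidative phosphorylation, adipocytes, erythroid cells, neutrophils, lymphoid cells, macrophages, antigen presentation, complement, inflammation, interferon response, chondrocytes, hypertrophic chondrocytes and mineralisation, osteoblasts, osteoclasts, collagens other than those of cartilage, collagen processing, small leucine-rich proteoglycans, matrix glycoproteins, matrix proteases, tendon and ligament, the TGFβ and BMP pathway, the Wnt pathway, growth factors (IGF, EGF, PDGF and FGF), mesenchymal and limb transcription factors, imprinted growth genes, the secretory pathway, glutathione and redox, endothelium, Schwann cells, immediate early genes and dissection stress, the cell cycle, and the genes of the real-time PCR. A list was tested with camera at a correlation of 0.01 between genes, and again with an estimated correlation, adjusted over the lists of a comparison. Members were also adjusted over the list alone.

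The genes named in the text follow a rule set in advance. It takes the 10 highest and 10 lowest log2 ratios among genes called in a DMM and sham comparison or in sham joints at 16 weeks whose pools do not overlap, every gene the paper names for the arrays, the 16 genes of the real-time PCR, and of each list the 2 to 4 brightest members and those with the largest change. For genes taken by highest or lowest ratio, separate pools follow from the rule and add no support to the call. Other names are marked as picked after their values were seen.

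The alternatives were no filter on brightness, only the 11229 brightest probe sets (mean log2 signal above 9.18), quantile normalization, centring each array on its median, fitting only the groups compared, the replicate number as a block, array weights, the mean muscle signal of an array as a covariate, the Gapdh 3 prime over 5 prime difference of the control probe sets as a covariate, an added minimum log2 change of 0.5, and leaving out each pool in turn. For the authors' filter, the alternatives were the 2 averages, all 3 correlations and distances, no such step, a distance limit computed from these data, an SLR of at least 1, other random pairings, and leaving out each replicate. Figures were drawn with matplotlib 3.10.9, and tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. No array was left out. Some items are not reported here.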

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

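All tests of explanations in this part, and all regroupings of pools for the limma counts, were chosen only after the results were seen.

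The DMM effect stood out because it differed between time points when the difference itself was tested. Between 4 and 8 weeks, 358 probe sets were called, and 314 of them had the higher ratio at 4 weeks. Hif1a and Nid2 of cluster 9 and Tgfb3 of cluster 6 were among those of the paper's list. With the Gapdh 3 prime over 5 prime ratio of each array, a measure of RNA quality, as a covariate, 1 was called. With this covariate, 2 of 21 list results for the difference lost their call. Without the covariate, all 21 lost their call when the correlation between genes was estimated, so the lists are weak evidence here. In limma, 4928 probe sets had an unadjusted p under 0.05 with the Gapdh covariate, against 6294 without it. The probe set calls lost with this covariate therefore do not alone show that the difference goes with RNA quality. When the labels of DMM and sham pools were regrouped within weeks, 10 of 100 groupings gave a count as large, the real one included, so chance cannot be excluded. The highest other count was 3034, several times the real one. Of the 9 other groupings with a count as large, 7 kept the real 4-week grouping and so still hold the difference of that week. Whether the pools have a structure beyond the named groups was not tested.

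Data the paper did not analyse also held signals. DMM pools were not compared with time 0 in the paper, and limma called 6658 probe sets at 2 weeks and 1839 at 4 weeks in this comparison. It called fewer at 8 weeks, with 167 (22 higher, 145 lower), and at 16 weeks, with 390 (113 higher, 277 lower). Gene lists that the paper did not test stood out at 4 weeks in DMM against sham pools, by the number of genes called, though none of these lists passes with an estimated correlation between genes. Lower were 9 of 14 adipocyte genes, 13 of 32 cell cycle genes and 7 of 17 genes of oxidative phosphorylation, and higher were 5 of 7 tendon and ligament genes and 6 of 8 imprinted growth genes. In sham pools at 16 weeks against time 0, 19 of 23 chondrocyte genes and 10 of 12 osteoblast genes were lower.

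The sham and DMM ratios of the 97 shared probe sets, with Fmod and Prelp among them, run opposite ways from 4 weeks on. Whether sharing of the sham arrays by both ratios is the whole cause stays open. The sham ratio at 16 weeks and the DMM ratio at 4 weeks share no array. Their correlation was -0.56 over 22489 probe sets, where simulated data without differences give -0.00401. This pair is the most negative of the 12 without shared arrays. Others differ, with 0.01 for sham at 16 and DMM at 8 weeks and 0.61 for sham at 2 and DMM at 4 weeks. On the real arrays 1 component held 53.9% of the variance, so ratios without shared arrays can correlate in either direction. Pairs of the same week have -0.49, -0.55 and -0.49 at 4, 8 and 16 weeks, where simulated sharing alone gives -0.51, -0.49 and -0.50. Their covariances are -0.0267, -0.0207 and -0.0187, where simulated sharing alone gives -0.00897, -0.00872 and -0.00888. These do not decide it either, since covariances of pairs without shared arrays range from -0.0405 to 0.0360. For 16 weeks it stays open that expression falls in sham joints and stays near its time 0 level in DMM joints, since the median of DMM at 16 weeks against time 0 was -0.23 over the 97 probe sets and that of sham was -0.64, while at 2 and 4 weeks the DMM median was above time 0, at 0.83 and 0.47, and age and response to surgery were not tested apart.

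The sham pool of replicate 1 at 2 weeks lay apart from replicates 2 and 3, with a collagen score lower by 0.74 (difference -0.74) for genes such as Col3a1. RNA quality is argued against, because the beta-actin 3 prime over 5 prime difference predicted -0.556% of this gap (standard error 16.6). An exchange of labels with a sham pool of 4 to 16 weeks is argued against as well, because 0 of 9 such pools lay closest to replicates 2 and 3, although replicate 1 itself lay nearest to sham pools of 4 weeks (correlation 0.21, and -0.23 with its own group). Muscle content predicted 27.2% of the gap with a standard error of 27.6 over 23 arrays, so muscle and other differences between the mice of these pools cannot be told apart, and the small number of arrays keeps this open. An exchange with a time 0 pool, of which replicate 1 was nearest to sham pools of 2 weeks (0.311, and 0.305 with its own group), an exchange with a DMM pool of 2 weeks, of which replicate 3 was nearest to sham pools of 2 weeks (0.847, and 0.802 with its own group) while sham replicates 2 and 3 were nearest to DMM pools of 2 weeks (0.862 and 0.722), and a weaker response in these mice were not tested.

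Genes of clusters 10 and 12, among them Myh4, Aldoa and Pgm1, were lower in DMM than in sham pools at 8 weeks, with a mean ratio of -0.74 (standard error 0.30) over 22 probe sets. RNA quality is argued against, because 97.4% of this ratio (standard error 7.48) was left with the beta-actin 3 prime over 5 prime difference as a covariate. A different amount of muscle in the pools stays open as a candidate explanation, since 23.8% (standard error 5.84) was left with the muscle score as a covariate, at -0.18 (standard error 0.10). A change of muscle or of its genes after DMM surgery would give the same values and was not tested.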

How the results depend on the processing

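For the 2 filtered time courses the regroupings were chosen before the data were examined, as were the settings below, while the counts of DMM at 2 and 4 weeks against time 0, the interaction of 2 and 8 weeks, and the filters without single sham pools were chosen after seeing the data. Of 198 list results called in limma and camera, 198 kept their direction and side of the threshold without the brightness filter and with median centring, 197 with only the groups compared, 192 with quantile normalization, 193 with the replicate block, 181 with the Gapdh ratio and 163 of 192 with the muscle score. With an estimated correlation 2 did, the chondrocyte and hypertrophic lists in sham joints at 16 weeks. Of 511 gene calls, 497 were kept with median centring, 471 with quantile normalization, 489 with the replicate block, 474 with array weights, 418 with the muscle score, 405 without the brightness filter, 369 with the Gapdh ratio and 297 with only the groups compared. With 1 pool left out, 1292 of 1399 list values and 1825 of 3099 gene values kept the call, and each of the 45 genes called at 2 weeks in DMM against sham pools and 108 of 212 at 4 weeks lost it without at least 1 pool. No gene call was reversed under these settings. The limits are the 2 or 3 pools per group, and signals near the background, where Asb13 and Adhfe1 lie.

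Fmod at 16 weeks is called with each pool left out in turn, while the counts move with single pools. Leaving out 1 pool at a time, the DMM and sham counts ranged from 0 to 1768 at 2 weeks (559 with all pools), from 1581 to 5553 at 4 weeks (4298), from 0 to 537 at 8 weeks (1) and from 5 to 15 at 16 weeks (14). Without sham replicate 1 or DMM replicate 3 the count at 2 weeks was 0 (2512 and 3586 at an unadjusted p under 0.05 in limma), 875 without sham 2, 1768 without sham 3 and 101 without DMM 2. At 4 weeks it was 1581 without sham 2, 1759 without DMM 2 and 2222 without DMM 3. At 8 weeks it was 537 (101 higher, 436 lower) without sham 1 and 0 without each other pool (1116 to 3174 unadjusted). Most calls at 8 weeks were also lower with array weights (186 higher, 643 lower) and with the 11229 brightest probe sets (0 higher, 9 lower). At 16 weeks the count was 5 without sham 1 or DMM 1, 8 without sham 2 and 7 without DMM 3. In a group left with 1 pool, that pool is assumed to vary like the other groups.

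Sham counts against time 0 ranged from 2 to 3263 at 2 weeks (373), from 1 to 263 at 4 weeks (274), from 14 to 198 at 8 weeks (200) and from 456 to 1149 at 16 weeks (1307). Without sham replicate 1 the count at 2 weeks was 3263, and it was 2 without sham 2, 28 without sham 3, and 4 and 21 without time 0 replicates 2 and 3. At 4 weeks it was 1, 47 and 75 without time 0 replicates 1, 2 and 3, and 28 and 8 without sham 1 and 2. At 8 weeks it was 30, 31 and 14 without the time 0 replicates, and 18 and 90 without sham 2 and 3. At 16 weeks it was 551 and 666 without time 0 replicates 1 and 3, and 456 and 571 without sham 1 and 3.

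The interaction of 4 and 8 weeks ranged from 0 to 3662 (358), with 3662 without sham 8-week replicate 1, 2844 without DMM 4-week replicate 1, 230 without sham 4-week replicate 1 and 0 without 8 other pools (4250 to 6118 unadjusted). That of 16 and 8 weeks ranged from 0 to 1 (0, with 2416 unadjusted), and that of 2 and 8 weeks from 0 to 254 (1), with 254 without sham 8-week replicate 1. DMM against time 0 ranged from 4279 to 6302 at 2 weeks (6658), with 4279 without DMM replicate 3, and from 659 to 2953 at 4 weeks (1839), with 667 and 886 without time 0 replicates 2 and 3 and 2953, 659 and 753 without DMM 1, 2 and 3. The authors' filter gave 401 to 948 for sham (399), 436 to 1187 for DMM (371) and 71 to 457 for the overlap (92), each highest without replicate 1. The median of the 427 probe sets ranged from 0.29 to 0.52 at 2 weeks, from 0.65 to 0.81 at 4 weeks, from -0.03 to 0.11 at 8 weeks and from 0.26 to 0.36 at 16 weeks. The 8-week median turned negative, at -0.0266, without sham replicate 1 and was 0.11 without sham 2. At 2 weeks it was 0.29 without sham replicate 1, 0.43 without sham 2 and 0.52 without sham 3.

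Results that moved follow by setting, and the cause was not tested except where fewer or more probe sets were tested by construction. Without the brightness filter, DMM and sham differed in 371 probe sets at 2 weeks and 0 at 8 weeks (4114 unadjusted in limma), sham joints in 182 at 2 and 51 at 8 weeks, and the interactions with 8 weeks in 62 (4 weeks), 1 (16 weeks) and 0 (2 weeks, 4940 unadjusted), while the DMM filter gave 618. With only the 11229 brightest probe sets tested, the counts were 2747 at 4 weeks, 9 at 8 weeks, 788 for sham at 16 weeks, 4274 for DMM at 2 weeks against time 0 and 6 for the interaction of 2 and 8 weeks, and the filter gave 232 (sham), 188 (DMM) and 52 (both). Quantile normalization gave 0 at 8 weeks (2605 unadjusted), 166 for sham at 4 weeks, 0 for the interaction of 2 and 8 weeks (3512 unadjusted) and a median of the 427 of 0.41 at 2 weeks. Median centring gave 2 for that interaction and 0.43 for that median. Fitting only the groups compared gave 0 at 2 weeks (1888 unadjusted), 2078 at 4 weeks, 0 at 8 weeks (1860), 0 for sham at 2 weeks (2102), 2 at 8 and 1966 at 16 weeks, 0 for the interactions of 8 weeks with 4 and 2 weeks (5816 and 2137), and 355 for DMM at 4 weeks against time 0.

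With the replicate block, the count was 358 at 2 weeks and 727 for the interaction of 4 and 8 weeks. The pools share only a number, since each holds other mice and the paper paired them at random. As a hint from the data, residuals of pools with the same number had a mean correlation of 0.11 and those of other pools -0.05, with 45 of 100 and 59 of 200 pairs over 0.1. Other random pairings gave medians of 355, 433 and 80 for the 2 filters and their overlap. Array weights gave 138, 7483, 829 and 205 for DMM and sham at 2, 4, 8 and 16 weeks, 7264, 1185, 2570 and 5147 for sham against time 0, 7026, 822 and 203 for the interactions of 8 weeks with 4, 16 and 2 weeks, and 7105 for DMM at 4 weeks against time 0. The muscle score gave 1651 at 2 weeks, 0 at 8 weeks (4027 unadjusted), 209 at 16 weeks, 1929 and 18 for sham at 2 and 8 weeks, 3300 and 849 for the interactions of 8 weeks with 4 and 2 weeks, and 3080 for DMM at 4 weeks against time 0. The Gapdh ratio gave 0 at 8 weeks (1777 unadjusted), 47, 12 and 717 for sham at 2, 4 and 16 weeks, 1 for the interaction of 4 and 8 weeks, and 775 for DMM at 4 weeks against time 0. A minimum change of 0.5, which removes calls by construction, left 290, 1234 and 0 (2729 unadjusted) at 2, 4 and 8 weeks, 230, 122, 97 and 666 for sham, and 2702 and 790 for DMM at 2 and 4 weeks against time 0.

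For the filter, all 3 correlations and distances gave 184 (sham), 169 (DMM) and 9 (both), no such step gave 1191, 1007 and 617, and an SLR of at least 1 gave 24, 19 and 1. Without the sham pool of replicate 1 at 2 weeks they gave 544, 372 and 119, and without that of 8 weeks 500, 479 and 121. The median of the 427 at 2 weeks was 0.39 with the log2 of the mean signal, 0.46 over the brighter probe sets and 0.47 without clusters 5, 10 and 12 and tissue genes, while the 8-week median of 0.04 was 0.02 to 0.08 under these settings and median centring, within its standard deviation of 0.05 over pools. Signs changed for the mean of cluster 4 at 8 weeks (-0.06 with all pools, 0.0247 without sham replicate 2, and from -0.149 upwards over the pools left out), of cluster 12 at 4 weeks (0.14 with the muscle score) and of cluster 14 at 8 weeks (-0.0227 with the muscle score). They also changed for the lymphoid list in sham at 8 weeks (-0.23 with all pools, 0.10 without sham replicate 3, and from -0.384 upwards over the pools left out), the neutrophil list in the interaction of 16 and 8 weeks (0.00267 with the Gapdh ratio) and in sham at 4 weeks (-0.00777 with quantile normalization), and oxidative phosphorylation in sham at 8 weeks (0.0320 with the muscle score).

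The count of DMM joints through the filter was 371, and 4 of 100 groupings of the pools gave as many, with the highest other at 785. This share is close to the limit of 0.05 and rests on 100 groupings, so chance is not clearly excluded. A count above the real one also points to a structure of the pools. For sham the count was 399, reached by 1 of 100 groupings with the highest other at 100, so chance can be excluded there. For limma with 3 pools against 3 there are 10 groupings, too few for a share under 0.05. The real counts were 4298, 1 and 14 for DMM and sham at 4, 8 and 16 weeks and 274, 200 and 1307 for sham at 4, 8 and 16 weeks, and the highest other grouping gave 0 in each. For sham at 2 weeks the real count was 373 and 2 of 10 groupings gave as many, the highest other 1430, several times the real count, which points to a structure of the samples. The interaction of 16 and 8 weeks had 0 calls, as had all 100 groupings, and with a real count of 0 this comparison cannot tell anything about chance.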

Differences from the paper's values

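The paper counts 25 genes that remained up-regulated in sham joints and its text gives no rule for this, while the sheet of File S1 with these genes is cut off in the copy at hand. With a mean ratio above 0 at all 4 time points as the rule, 8 named genes did so here, Jchain and Fcer1a among them, and the different count can come from the rule. In all 15 probe sets did so, and the other 7 carry no single gene symbol and are not counted as genes. Of the alternatives set before the data were examined, the count was within 1.5 times of the paper's with all probe sets (21), without replicate 1 (32) and without replicate 3 (17). It was not with the 11229 brightest probe sets (4), quantile normalization (8), median centring (8), the log2 of the mean signal (8), all 3 correlations and distances (4), no such step (124), a computed distance limit (8), an SLR of at least 1 (2) or without replicate 2 (15).

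The paper places Prelp among genes with higher expression in DMM joints at 16 weeks. Its ratio here was 1.06 with an adjusted p of 0.0658, and it is called with the 11229 brightest probe sets, with array weights, with the muscle score and without sham replicate 3. The paper states that cluster 16 was up-regulated at 16 weeks. Its 4 probe sets were above 0 in all pools and none was called, while with the muscle score Bgn, Col14a1 and Fbln7 are called, with array weights Bgn and Col14a1, and with only the groups compared Col14a1.

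The paper reports clusters 7, 10 and 12 as down-regulated at 8 weeks. Their mean ratios were -0.60, -0.69 and -0.78, and no member was called in limma. S100b of cluster 7 is called with array weights and without sham replicate 1.

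The paper describes genes that regulate cell proliferation as down-regulated at 8 weeks. Cluster 7, for which it reports cell cycle annotations, was below 0 in all 3 DMM pools at that week, from -0.67 to -0.54, with no member called. For the 32 cell cycle genes the median was 0.08 at 8 weeks with none called, and 13 were lower at 4 weeks. In this mixed tissue the list cannot tell dividing joint cells from marrow cells.

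The paper places Comp and Mmp13 in a cluster of genes that it describes as up-regulated at 2, 4 and 16 weeks and down-regulated at 8 weeks. The mean ratio of this cluster, number 8, was 0.26, 0.57, -0.05 and 0.44 at 2, 4, 8 and 16 weeks, which has the same direction at 2, 4 and 16 weeks. At 8 weeks its pools lay on both sides of 0, at -0.07, 0.05 and -0.12, so no direction is clear there. At 8 weeks Comp had a ratio of 0.36 and Mmp13 of -0.06, and no setting called either. Mmp13 was called at 4 weeks and under no setting at 2 or 16 weeks, and Comp is called with the muscle score at 2 and 16 weeks and without sham replicate 3 at 16 weeks. The paper also gives Tgfb2 as increased at the early time points. Its brightest probe set had ratios of 0.61 at 2 weeks and 0.50 at 4 weeks and was not called, while its other 2 probe sets were called higher at 4 weeks. The brightest one is called at 2 weeks with the muscle score and without sham replicate 3, and at 4 weeks with the replicate block, with array weights and without DMM replicate 1. At 2 weeks Tgfb3 is called with the muscle score, and at 4 weeks it was higher here.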

Other observations

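Most tendon and ligament genes were higher in DMM than in sham joints at 4 weeks in limma, though the list did not pass with an estimated correlation between genes. This group shares Fmod, Col14a1 and Kera with the matrix groups. Of 7 measured, 5 rose (5 over the list alone) with a median ratio of 1.11, and 1 was higher at 2 and at 16 weeks and none at 8 weeks. Thbs4, a thrombospondin of tendon, rose by 1.11 ± 0.23 at 4 weeks (adjusted p = 0.00286, higher in 3 of 3 DMM pools). In sham joints 3 of the 7 were higher at 2 weeks and 3 lower at 16 weeks. Imprinted growth genes rose in 6 of 8 cases at 4 weeks, with Grb10, an adaptor of growth factor receptors, higher by 1.12 ± 0.18 (adjusted p = 0.000834, 3 of 3 DMM pools). Of 7 transcription factors of mesenchyme and limb, 4 rose at 4 weeks with a median of 0.51, among them Prrx1 by 0.91 ± 0.19 (adjusted p = 0.00305) and Hoxa10 by 0.77 ± 0.14 (adjusted p = 0.00126), in 3 of 3 DMM pools, and 4 fell in sham joints by 16 weeks. Of 18 genes of the secretory pathway 8 rose at 4 weeks with a median of 0.31, and Kdelr3, a receptor that returns proteins to the endoplasmic reticulum, rose by 1.00 ± 0.20 (adjusted p = 0.00253).

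Some genes of fat cells, the cell cycle and the respiratory chain were lower in DMM than in sham joints at 4 weeks. The 14 adipocyte genes had a median of -0.58, with 9 lower (13 over the list alone), and Car3, a carbonic anhydrase of fat and muscle, fell by 0.66 ± 0.16 (adjusted p = 0.00733, 3 of 3 DMM pools). In sham joints 6, 4, 3 and 9 of the 14 were below time 0 at 2, 4, 8 and 16 weeks. All calls of lower genes in sham joints at 2 and 8 weeks are lost when only the 2 groups are fitted, and those at 4 weeks without time 0 replicate 1. Of 32 cell cycle genes 13 were lower at 4 weeks, with a median of -0.36, and Cdk1 fell by 0.47 ± 0.11 (adjusted p = 0.00715), while 3 were lower in sham joints at 2 weeks. Of 17 genes of oxidative phosphorylation 7 were lower, with a median of -0.26, and Ndufa4, a subunit of the respiratory chain, fell by 0.31 ± 0.06 (adjusted p = 0.0031). With an estimated correlation the adjusted p of these 3 lists at 4 weeks was 0.192, 0.291 and 0.291, and 0.192 to 0.291 for the lists of the paragraph above, so none of these lists passes there. Pools of this week also differed in the mean score of erythroid genes, at 0.19 ± 0.10 in sham and -0.28 ± 0.34 in DMM pools, and of skeletal muscle genes, at 0.43 ± 0.03 and -0.33 ± 0.41 (SD, n = 3 pools each, differences not tested).

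Of 12 endothelial genes 6 rose at 4 weeks with a median of 0.30, among them Pecam1, an adhesion molecule, by 0.51 ± 0.09 (adjusted p = 0.00117), and in sham joints at 16 weeks 1 was higher and 3 lower. Of 14 immediate early and dissection stress genes 8 rose at 4 weeks with a median of 0.43, among them Fos by 1.29 ± 0.29 (adjusted p = 0.00573), and 3 were higher in sham joints at 2 weeks. Of 12 complement genes 5 were higher in sham joints at 2 weeks, among them C1s1, a protease of the classical pathway, by 1.30 ± 0.22 (adjusted p = 0.00921), and in DMM joints at 4 weeks 5 were higher and 1, Cfp, lower. Of 8 inflammation genes 2 were higher in DMM joints at 2 weeks (Ccl2 and Il33) and 3 at 4 weeks (these and Cxcl1), with medians of 0.28 and 0.32, and the list did not pass at either week (adjusted p = 0.0535 and 0.101). The calls of genes higher in sham joints at 2 weeks are all lost without time 0 replicate 2, without sham replicate 2 and when only the 2 groups are fitted, and those of DMM against sham joints at 2 weeks without sham replicate 1, without DMM replicate 3 and when only the 2 groups are fitted.

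Of 13 erythroid genes none was called in DMM and sham comparisons, with medians of -0.27, -0.55, 0.34 and -0.10 at 2, 4, 8 and 16 weeks, where limma gave 1659 to 7746 of all probe sets an unadjusted p under 0.05. As a list they were lower at 4 weeks (adjusted p = 0.00336) but not with an estimated correlation (adjusted p = 0.512). Of 16 neutrophil genes 3 were lower at 4 weeks (Camp, Mpo and Mmp8), and of 17 lymphoid genes 1 (Ighm, -0.97 ± 0.33, adjusted p = 0.0448). Of 17 macrophage genes 1 was higher (Msr1) and 1 lower (Cd163) at 4 weeks, and of 15 interferon genes 2 were lower (Psmb8 and Tap1). Of 8 antigen presentation genes 1 was lower in DMM joints at 4 weeks (H2-DMa), while in sham joints at 4 weeks 4 were above time 0, H2-Aa, Cd74, H2-Ab1 and H2-Eb1, with a median of 0.33. Each of these 4 calls is lost without any 1 of the 6 pools. Of 10 osteoclast genes 1 was lower at 2 weeks (Itgb3) and 1 higher at 4 weeks (Dcstamp), and in sham joints at 16 weeks 3 were lower, Acp5, Ctsk and Dcstamp. Of 2 Schwann cell genes 1 (Mbp) was lower at 2 and 4 weeks, by -0.28 and -0.26. Genes named here beyond the rule for names are given because counts were small.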
